# Candidate Genes for Expansion and Transformation of Hematopoietic Stem Cells by NUP98-HOX Fusion Genes

**DOI:** 10.1371/journal.pone.0000768

**Published:** 2007-08-22

**Authors:** Lars Palmqvist, Nicolas Pineault, Carina Wasslavik, R. Keith Humphries

## Abstract

**Background:**

Hox genes are implicated in hematopoietic stem cell (HSC) regulation as well as in leukemia development through translocation with the nucleoporin gene *NUP98*. Interestingly, an engineered NUP98-HOXA10 (NA10) fusion can induce a several hundred-fold expansion of HSCs *in vitro* and NA10 and the AML-associated fusion gene NUP98-HOXD13 (ND13) have a virtually indistinguishable ability to transform myeloid progenitor cells *in vitro* and to induce leukemia in collaboration with MEIS1 *in vivo*.

**Methodology/Principal Findings:**

These findings provided a potentially powerful approach to identify key pathways mediating Hox-induced expansion and transformation of HSCs by identifying gene expression changes commonly induced by ND13 and NA10 but not by a NUP98-Hox fusion with a non-DNA binding homedomain mutation (N51S). The gene expression repertoire of purified murine bone marrow Sca-1+Lin- cells transduced with retroviral vectors encoding for these genes was established using the Affymetrix GeneChip MOE430A. Approximately seventy genes were differentially expressed in ND13 and NA10 cells that were significantly changed by both compared to the ND13(N51S) mutant. Intriguingly, several of these potential Hox target genes have been implicated in HSC expansion and self-renewal, including the tyrosine kinase receptor *Flt3*, the prion protein, *Prnp*, hepatic leukemia factor, *Hlf* and Jagged-2, *Jag2*. Consistent with these results, *FLT3*, *HLF* and *JAG2* expression correlated with HOX A cluster gene expression in human leukemia samples.

**Conclusions:**

In conclusion this study has identified several novel Hox downstream target genes and provides important new leads to key regulators of the expansion and transformation of hematopoietic stem cells by Hox.

## Introduction

The 39 clustered Hox proteins are an evolutionary preserved family characterized by a 60 amino acid DNA-binding motif called the homeodomain. *Hox* genes of the A, B and C but not D clusters are transcribed during normal hematopoiesis with their expression being confined to the immature subpopulations. Elimination or enforced expression of certain clustered *Hox* genes in mouse models has demonstrated profound effects on hematopoietic differentiation and persistent expression of normal or mutated Hox proteins in hematopoietic progenitors can result in leukemia in both mice and humans [1], [2]. *Hox* genes have also been linked to leukemia by virtue of their involvement in leukemia-specific translocations. Clustered *Hox* genes have repeatedly been identified in acute myeloid leukemia (AML) harboring translocations that generate novel fusion proteins containing the N terminal region of the nucleoporin gene, *NUP98*, and the C terminal Hox region including the homeodomain (HD). The involvement of homeobox genes as partners of NUP98 is of particular interest given the growing evidence linking *Hox* genes, particularly members of the 5′-located members of the HOXA cluster, such as *HOXA9*, to leukemia. To date at least seven clustered Hox genes have been found fused to *NUP98* in human leukemia, interestingly only from the Abd-B clustered *Hox* [3]–[11]. Furthermore, two non-clustered homeodomain-containing genes *PMX1* and *PMX2* have also been identified as *NUP98* fusion partners in de novo AML and t-AML respectively [12], [13].

The mechanisms by which Hox proteins mediate their effects and how they perturb cellular functions are not well understood. They seem to be highly context dependent in their actions [14] and in normal hematopoiesis their expression is tightly regulated [15]. Expression analysis and gain- or loss- of function studies have shown that Hox proteins play an important role in the regulation of early stages of hematopoiesis, including the self-renewal of hematopoietic stem cells and early progenitors [16]. DNA site-selection studies indicate that the homeodomain by itself has limited target sequence recognition. Additional binding specificity and stability is in part achieved through interaction with other homeodomain-containing proteins from the multimember PBX or MEIS1 families [17] and co-transduction of *MEIS1* with *Hox* and *NUP98-Hox* genes also strongly accelerate the onset of leukemia in mice [18]–[20]. There is also a considerable redundancy between different NUP98-Hox fusions in effects when expressed in bone marrow cells *in vitro* and their ability to collaborate with MEIS1 *in vivo*. An engineered NUP98-HOXA10 (NA10) fusion and the AML-associated fusion gene NUP98-HOXD13 (ND13) have a virtually indistinguishable ability to transform myeloid progenitor cells in vitro and to induce leukemia in collaboration with MEIS1 in vivo [21]. Furthermore, it has been shown that a N51S mutation in the DNA binding homeodomain abolishes the DNA binding ability of several *Hox* genes [22] and, indeed, the AML-associated fusion gene *NUP98-HOXD13 (ND13)* fusion also loses its leukemic effect from this mutation [19].

The relatively long latency of Hox-induced AML in mouse models strongly indicates that additional genetic events are required for full leukemic progression [19], [23], [24]. Indeed, data supports that Hox-containing fusions, as for most transcription factor-containing fusion oncogenes, alter the growth and differentiation of early hematopoietic precursors leading to the establishment of a preleukemic population of cells that are then susceptible to the acquisition of cooperating mutations [25]. In concordance with such a model, we recently demonstrated that constitutive expression of ND13 or NA10 was sufficient to induce a pre-leukemic state in primary bone marrow (BM) cells after extended *in vitro* culture. Though these cells had short-term repopulating potential, they were for the most part incapable of inducing AML on their own but could readily be converted into AML-inducing cells when complemented with MEIS1 or other genes [26]. Intriguingly, in short term culture, NA10 can promote high level expansion of long term repopulating cells; moreover a NUP98-fusion restricted to the homeodomain of HOXA10 induces similar levels of expansion of HSC [27]. Together, these findings suggest that NUP98-Hox fusions genes impact on crucial genetic programs involved in stem cell self-renewal and proliferation that may also contribute to leukemic transformation.

In an effort to gain insight into the nature of the possible genetic programs impacted by Hox relevant to stem cell self-renewal and leukemogenesis we have used microarray technology to assess gene expression perturbations induced by NUP98-HOX fusions 24 hours post transduction into murine primary bone marrow Sca-1+Lin- cells enriched in HSC and progenitors cells. We compared two NUP98-HOX fusions (NA10 and ND13) with a non DNA-binding and non-transforming ND13(N51S) homeodomain mutant. Surprisingly, a relatively small number of genes were significantly differentially expressed in cells harboring the ND13 or NA10 fusions compared to control cells and several potential target genes implicated in HSC expansion and self-renewal were identified with this approach.

## Materials and Methods

### cDNA constructs and retroviral vectors

The NUP98-HOXA10 and NUP98-HOXD13 fusion gene as well as the N51S-ND13 dead homeodomain mutant gene constructs have been described elsewhere [19]. In short, the cDNAs were subcloned into the murine stem-cell virus (MSCV) 2.1 vector upstream of the internal ribosomal entry site (IRES) sequence linked to the gene encoding the enhanced green fluorescence protein (EGFP; Clontech). As a control, the MSCV vector carrying only the IRES-GFP cassette (GFP virus) was used. Production of high-titer, helper-free retrovirus was carried out by standard procedures [28]. Constructs have been validated by sequencing and correct expression and transmission were confirmed by western blot and Southern blot analysis.

### Retroviral infection of primary bone marrow cells

Mice were bred and maintained at the British Columbia Cancer Research Centre animal facility. Donors of primary BM cells were older than 12-weeks (C57Bl/6Ly-Pep3b×C3H/HeJ) F1 (PepC3) mice. Primary mouse BM cells were transduced as previously described [29]. Briefly, BM cells were harvested from mice treated 4 days previously with 150 mg/kg 5-fluorouracil (Faulding, Underdaler, Australia) and prestimulated for 48 hours in Dulbecco modified Eagle medium (DMEM) supplemented with 15% fetal bovine serum (FBS), 10 ng/mL human interleukin-6 (hIL-6), 6 ng/mL murine interleukin-3 (IL-3), and 100 ng/mL murine stem cell factor (mSF) (StemCell Technologies, Vancouver, BC, Canada). Cells were infected by co-cultivation with irradiated (4000 cGy x-ray) GP+E86 viral producer cells with the addition of 5 µg/mL protamine sulfate (Sigma, Oakville, ON, Canada). Loosely adherent and nonadherent cells were harvested from the co-cultures after 2 days and were cultured for 24 hours in the same medium without protamine sulfate.

### Cell sorting and harvest

The single cell suspensions collected were blocked for 10 min on ice with 5 µg/ml anti mouse CD16/CD32 (Fc Block, BD Pharmingen) in Phosphate Buffered Saline (STI)+2% Fetal Bovine Serum (PF). Cells were washed once with PF and then incubated on ice for 20 min with the primary mAb. Cells were then washed once, incubated with the secondary antibody if needed, washed again, and then analysed by flow cytometry using a FACSCalibur™ flow cytometer and CELLQuest™ software (BD Pharmingen). GFP+ Sca-1+Lin- cells were sorted using a FACSVantage™ (BD Pharmingen). Purity>90% were confirmed by re-analysis of sorted cells. The forward versus side scatter profile was used to gate on viable cells and an unstained sample was used to determine appropriate gating for expression. Monoclonal antibodies (mAbs) were all purchased from PharMingen (San Diego, CA) (phycoerythrin [PE]–labeled Gr-1, B220, Ter-119, CD4, CD5 and CD8).

### RNA extraction and array hybridization

Sorted cells were lyzed in Trizol™ (Invitrogen) and total RNA was extracted according to the manufacturer instructions. One hundred ng of total RNA from each sample were then double linear amplified with the ENZO BioArray High Yield RNA Transcript Labeling kit and the GeneChip Eukaryotic Small Sample Target Labeling Assay, Version II protocol (Affymetrix, Santa Clara, CA) to produce target for hybridization to Affymetrix MOE430 according to the manufacturer's instructions and performed at the Genome Science Centre, BC Cancer Agency, Vancouver, Canada. All experiments were performed in biological triplicate.

### Gene array analysis

Gene array data (CEL-files) were imported into GeneSpring® software version 7.3 (Silicon Genetics, Redwood City, CA). The GC-RMA method [30] was used for normalization and data was processed as follows: all values below 0.01 were set to 0.01, all of the genes in each sample were divided by the median of the specified list of 100 positive control genes present on the MOE430 chip and all samples were then normalized against the median of the MIG control samples. Each measurement for each gene in those specific samples was divided by the median of that gene's measurements in the corresponding control samples. We judged genes to be differentially expressed when the difference in expression in the ND13 and NA10 condition vs. the GFP control or the non-leukemic ND13(N51S) condition was at least 50%; and the extent of difference in expression was significantly different in the Student's t-test (p<0.05). Classification of genes into functional categories and to analyze signaling pathways was done by collecting annotations and keywords with the Onto-Express software [31] (http://vortex.cs.wayne.edu/ontoexpress), Affymtrix NetAffx (http://www.affymetrix.com/analysis/index.affx) and the Gene Ontology Tool and KEGG maps included in the GeneSpring 7.3 Software. Unigene and RefSeq IDs were used in the analysis to exclude redundant genes included in the array probe sets. The array data is deposited at Gene Expression Omnibus (GEO), (http://www.ncbi.nlm.nih.gov/geo) and the MIAME (minimal information about a microarray experiment) guidelines was followed for data presentation.

### Quantitative RT-PCR validation of murine bone marrow cells

Non-amplified RNA from the transduced murine primary bone marrow samples was used for validation with quantitative RT-PCR (qRT-PCR). RNA was isolated using Trizol™ and the samples were then treated with DNase I (amplification grade, Invitrogen). Complementary DNA (cDNA) was generated by reverse transcription (RT) with the iScript cDNA Synthesis Kit (BioRad Inc., Hercules, CA). Gene transcripts were quantified by real-time PCR using the iCycler apparatus (Bio-Rad Inc., Hercules, CA) and were detected with SYBR Green as flurochrome (IQ™ SYBR® Green Supermix, BioRad Inc.). Gene sequences for primer design were obtained from the NCBI Reference Sequences database (http://www.ncbi.nlm.nih.gov/RefSeq/). Primers were chosen using the Primer3 software (http://www.broad.mit.edu/cgi-bin/primer/primer3_www.cgi) and the specificity of all primer pairs was tested with electronic PCR using the mouse genome and the mouse transcript database (http://www.ncbi.nlm.nih.gov/sutils/e-pcr/reverse.cgi). The relative expression changes were determined with the 2^−ΔΔCT^ method [32] and the housekeeping glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene transcript was used to normalize the results. Primer sequences (5′ to 3′); *Pbx1*(NM_008783) forward primer ATCGGGGACATTTTACAGCA and reverse primer AGGCTTCATTCTGTGGCAGT; *Pbx2* (NM_017463) TGAAGCAAAGCACCTGTGAG and AGTGGCCTGTTTGCTGAAGT; *Pbx3* (NM_016768) AGAGCCAAATTGACCCAGAT and ATGGGACGCGTTCTACTCTG; *HoxA5* (NM_010453) CGCAAGCTGCACATTAGTCA and AGGTAGCGGTTGAAGTGGAA; *HoxA7* (NM_010455) GAAGCCAGTTTCCGCATCTA and CGTCAGGTAGCGGTTGAAAT; *HoxA9* (NM_010456) ACAATGCCGAGAATGAGAGC and GTTCCAGCGTCTGGTGTTTT; *HoxB4* (NM_010459) CTGGATGCGCAAAGTTCAC and TCCTTCTCCAACTCCAGGAC; *Meis1* (NM_010789) GCACAGGTGACGATGATGAC and AGGGTGTGTTAGATGCTGGAA, *Meis2* (NM_010825) AACGACGCCTTGAAAAGAGA and GCTCGCACTTCTCAAAAACC; *Meis3* (NM_008627) CAGCGACAGCTTGAAGAGAG and GCCAGCTCACACTTCTCAAA; *Flt3* (NM_010229) ATCCTTCCCCAACCTGACTT and TTGCCACCCATGTTCTGATA; *Evi1* (NM_007963) GGAGGAGGACTTGCAACAAA and GACAGCATGTGCTTCTCCAA; *Anxa1* (NM_010730) CACAGAGCCACCAGGATTTT and CGTTCGGAAATTGACATGAA; *Tgfbi* (NM_009369) GGAAGCTTCACCATCTTTGC and ATGTTGACGTTGCTCACCAG; *c-Jun* (NM_010591) TCCCCTATCGACATGGAGTC and TTTTGCGCTTTCAAGGTTTT; *Csf2rb* (NM_007781) CCTGGAACAAGGGAAGTTCA and CAATGCAGGCTGTAGCTGTC; *Ptprf* (NM_011213) TGGCCATCTCTTCATTAGGC and ACAGGCTCGGTATTTCCAGA; *Gapdh* (NM_008084) AACTTTGGCATTGTGGAAGG and ATGCAGGGATGATGTTCTGG.

### Patient samples

The part of the study involving patient samples and healthy volunteers was performed in accordance to the Declaration of Helsinki and with approval by the local ethics committee at Göteborg University and informed written consent was obtained from all participants. All samples were collected at diagnosis between year 2000 and 2006 and stored at the department of Clinical Chemistry and Transfusion Medicine at Sahlgrenska University Hospital. The analysis included 34 adult patients, 20 females and 14 males, with de novo AML, representing FAB subclasses M0-M5. Mean age at diagnosis was 56 year (range 26 to 83). Four healthy volunteers were donors of normal bone marrow that was pooled for assay normalization.

### TaqMan® Low density array (TLDA)

RNA from patient and healthy volunteer samples was isolated using Trizol™ (Invitrogen, Cat.No. 15596-026). Complementary DNA (cDNA) was generated from 500 ng RNA by reverse transcription (RT) with random primers and the Superscript II enzyme and RNase inhibitor (Invitrogen) in a reaction volume of 20 µL. The RT reaction was incubated at 42°C for 50 minutes followed by 15 minutes at 70°C. Before the enzymes were added the mix was preheated at 65°C for 10 minutes. All assays were performed on an ABI Prism 7900 HT real-time PCR-system with ABI SDS Software 2.2.3 (Applied Biosystems, Foster City, CA, USA). For the TLDA 20 µL of cDNA, corresponding to 25 ng starting RNA, was mixed with 30 µL water and 50 µL TaqMan Universal PCR Master Mix (Applied Biosystems, Stockholm, Sweden); 100 µL was loaded per port. Thermal cycling conditions were 50°C for 2 minutes, 94.5°C for 10 minutes, 97°C for 30 seconds and 59.7°C for 1 minute. The relative expression changes were determined with the 2^−ΔΔCT^ method [32] and the housekeeping beta-glucuronidase (GUSB, Hs99999908_m1) gene transcript was used to normalize the results. The following genes were analyzed (TaqMan assay ID number is indicated, Applied Biosystems); *HOXA5* (Hs00430330_m1), *HOXA7* (Hs00600844_m1), *HOXA9* (Hs00365956_m1), *HOXA10* (Hs00538183_m1), *PBX1* (Hs00231228_m1), *PBX2* (Hs00855025_s1), *PBX3* (Hs00608415_m1), *MEIS1* (Hs00180020_m1), *MEF2C* (Hs00231149_m1), *JAG2* (Hs00171432_m1), *PRNP* (Hs00175591_m1), *DDX4* (Hs00251859_m1) and *HLF* (Hs00171406_m1).

### Statistical analysis

Microsoft^®^ Excel in combination with the Excel plug-in software Analyse-It^®^ v1.73 was used for the statistical calculations. Pearson regression was used for comparison between gene array and qRT-PCR results. Spearman rank correlation was used to test possible associations. Non-parametric Kruskal-Wallis 1-way ANOVA were used to evaluate differences between groups.

## Results

### Transduction of murine primary bone marrow

Adult murine bone marrow cells transduced with vectors carrying ND13, NA10, ND13(N51S) or an empty GFP control vector were isolated on the basis of GFP expression by FACS 24 hours post-transduction. Viable transduced cells were further enriched for primitive hematopoietic cells by exclusion of cells expressing linage markers (Gr-1, B220, Ter-119, CD4, CD5 and CD8) and selection for cells expressing the stem cell antigen-1 (Sca-1). This resulted in an overall recovery of 0.25–6% of all cells with a purity of 90–95% for GFP expression. The cells were kept on ice during sorting and immediately lyzed in Trizol for RNA extraction. Three independent experiments were performed for each of the four different conditions included in the study.

### Gene array analysis and validation

After extraction, RNA was amplified and analyzed using the Affymetrix GeneChip MOE430A array containing 23,000 probe sets. 

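The array data held 12 samples, 3 each for the GFP control, ND13, NA10 and ND13(N51S), numbered 1 to 3 within each group. They were used here as MAS5 signals of 22690 probe sets, which the authors had scaled so that the mean signal of each array, trimmed by 2% at each end, lay between 500.16 and 500.19. The GC-RMA values of the paper were not used here. The median signal of an array was 129 to 160, and the background, taken as the 95th percentile of 27 bacterial control probe sets, was 28.5 to 69.8, with 14446 to 17695 probe sets above it. Signals were put on the log2 scale without a filter, 64 control probe sets were left out, and the other 22626 probe sets were tested with limma in 1 fit of all 12 arrays. A probe set was called at an adjusted p < 0.05 and a change of at least 1.5-fold, whereas counts "at the thresholds of the paper" used the unadjusted p < 0.05 of the same fit with the same fold. In data simulated for the comparison of ND13 with the GFP control (22626 probe sets), the adjusted test recovered 1.1%, 10.8%, 45.0% and 63.8% of changes of 1.5-, 2-, 4- and 8-fold, with 3.05 wrong calls per table, while the thresholds of the paper recovered 27.1%, 58.4%, 85.9% and 95.6% with 937 wrong calls per table. With 3 arrays against 3 the smallest exact two-sided p for 1 gene alone is 0.1, so the number of arrays limits the precision. The record deposited with GFP control replicate 1 describes GFP-negative cells of the ND13(N51S) culture. The array was kept under its GFP control label, and counts without it are given where they move. That record and the record of NA10 replicate 1 also give 50 ng of RNA where the paper gives 100 ng.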

The Gene Chip robust multi-array analysis (GC-RMA) was used for initial normalization and the GFP control was used for per gene normalization. Pearson correlation coefficient between the experimental replicates ranged between r = 0.92–0.99 suggesting low inter-experimental variation and the 3′-to-5′ ratios for Gapdh and Actin in all samples were less than 3.0 (ranging from 1.7–2.7), indicating that no serious bias was introduced by the RNA amplification procedure. 

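Between replicate arrays of a group, Pearson r across probe sets lay between 0.89 and 0.939 on the log2 scale and between 0.935 and 0.99 on the linear scale, over 12 pairs of arrays. Probe sets are not independent replicates. Gapdh, an enzyme of glycolysis, and beta-actin, a protein of the cytoskeleton, gave 3'-to-5' ratios of 1.718 to 2.71 in 11 of the 12 arrays. In ND13(N51S) replicate 2 the ratio was 48.87 for Gapdh and 9.092 for beta-actin. The 5' probe set of Gapdh read 160 in that array against 4404 to 6648 in the others, and its 3' probe set 7813 against 10650 to 13930. Without that array the replicate correlations were 0.915 to 0.939 on the log2 scale and 0.962 to 0.99 on the linear scale.

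**Figure D1:**
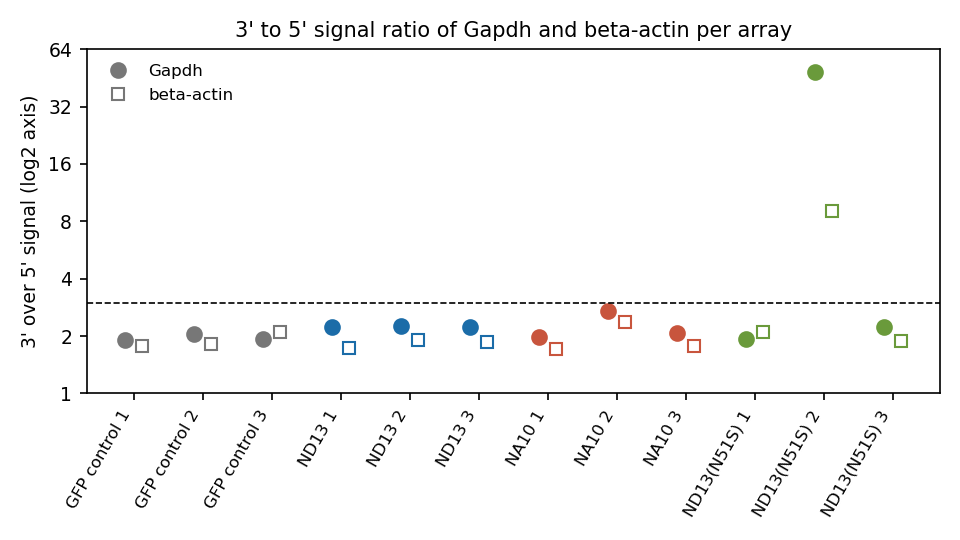
The 3'-to-5' signal ratio of Gapdh (filled circles) and beta-actin (open squares) for each of the 12 arrays, on a log axis with a dashed line at 3. ND13(N51S) replicate 2 stands at 48.87 and 9.092, and all other arrays lie at or below 2.71.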

Our main interest was to define the subset of genes that could explain the transforming and cell expansion potential of NUP98-HOX fusions in the Sca-1+, GFP+, Lin- cell population and that also could be direct NUP98-Hox binding target genes. First, all genes that were significantly differentially expressed between ND13, NA10 or the presumably non DNA-binding ND13(N51S) and the GFP control were identified. Genes were considered differentially expressed if they had a change in expression level compared to control of at least 50% and the extent of difference in expression was statistically significant (p<0.05) in a parametric Welsh-ANOVA t-test. More genes were activated than repressed by all NUP98-HOX fusions, 560 activated and 43 repressed genes with ND13, 414 activated and 20 repressed genes with NA10 and 204 activated and 82 repressed genes with ND13(N51S), (Figure 1). 

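Among the strongest responses to ND13 were those of imprinted genes of the same locus. Dlk1, a transmembrane protein related to Notch ligands, had a signal of 279 ± 268 in the GFP control and 12850 ± 4211 with ND13 (mean ± SD, n = 3 arrays each), a log2 fold change of 5.89 ± 0.58 (SE) against 1.12 with NA10 and 1.60 with ND13(N51S). Meg3 and Rian, noncoding RNAs of the same locus, rose with ND13 by 4.07 ± 0.29 and 6.04 ± 0.77 on the log2 scale. For this probe set of Rian, whose control signal of 9.81 ± 10.7 lay below background, that is at least 13.4-fold. The probe set of Rian with the highest mean rose by only 1.00 and was not called. Ptprf, a receptor tyrosine phosphatase, rose from 20.9 ± 8.57 to 570 ± 172 with ND13, at least 16.9-fold. Other genes called higher with ND13 were Csf2rb2, a subunit of the IL-3 receptor (362 ± 75.4 to 1865 ± 263), the chemokine receptor Ccr1 (422 ± 106 to 1783 ± 345) and the leukocyte integrin Itgb2 (634 ± 3.89 to 1686 ± 223), while Ly6i, a surface protein of the Ly6 family, fell from 82.7 ± 3.82 to below background, at least 1.59-fold. With NA10 the smallest p belonged to a probe set that the reference assigns to no gene and that was called with ND13 too, and Hacd4, an enzyme of fatty acid elongation, rose from 205 ± 56.0 to 912 ± 74.7.
With limma, 19 probe sets were called higher and 1 lower with ND13, 3 and 0 with NA10, and 0 and 0 with ND13(N51S), where 1732 probe sets had an unadjusted p < 0.05 and the methods' t-test called 0 after adjustment. With the thresholds of the paper 777 probe sets were higher and 339 lower with ND13 (616 and 297 genes). With NA10 they were 568 and 343 (472 and 298 genes), and with ND13(N51S) 988 and 560 (824 and 474 genes). Simulated groups without any change gave 467 higher and 473 lower on average for a single comparison. Higher and lower together, the real counts were 1116, 911 and 1548. Other splits of the same arrays gave at most 1123, 1018 and 1695. Those with 1 array of each replicate number on each side gave at most 592, 583 and 964. The share that was higher was 69.6%, 62.3% and 63.8% for ND13, NA10 and ND13(N51S), and 56.6%, 55.7% and 40.2% after each array was centred on its median. With the replicate number as a block limma called 62 and 5 probe sets with ND13, 8 and 1 with NA10 and 3 and 3 with ND13(N51S). The count of 19 became 10, 12 and 11 without GFP control replicates 1, 2 and 3, 4 and 9 without ND13 replicates 1 and 3, and 37 without ND13(N51S) replicate 2. The 777 became 516 without ND13 replicate 1, and the 560 became 1070 and 1115 without ND13(N51S) replicates 1 and 3 and 376 without its replicate 2, the array with the raised Gapdh ratio.

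**Figure D2:**
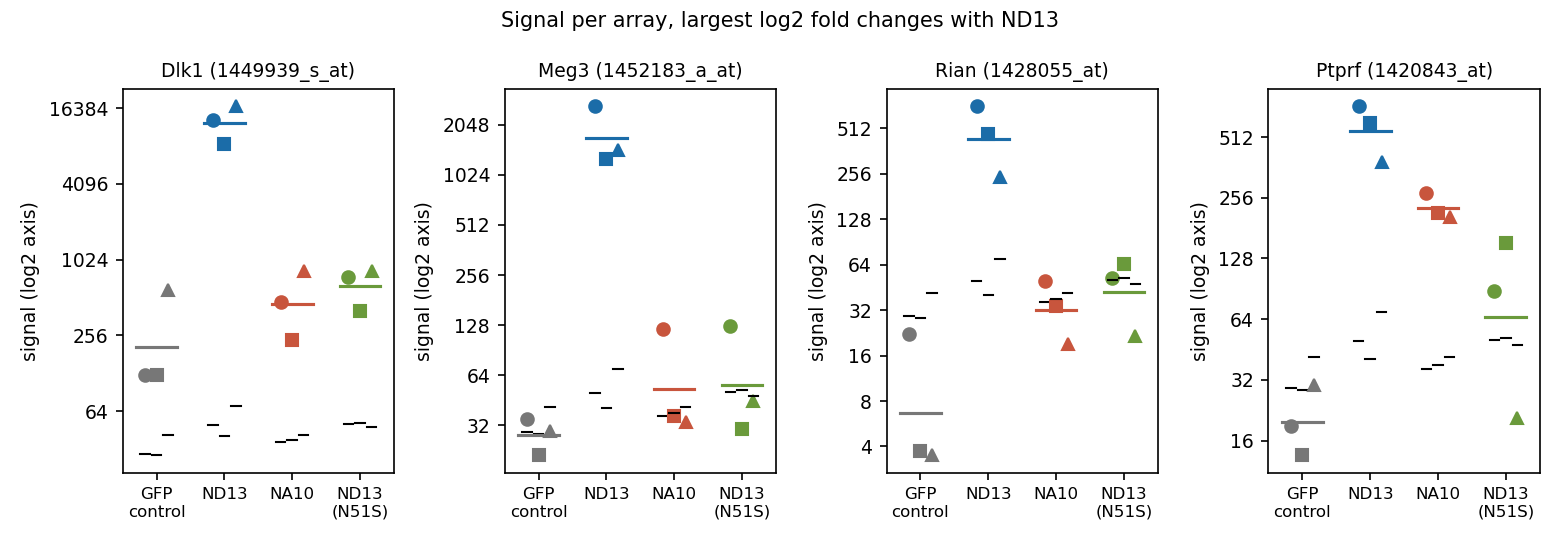
Signal (log2 axis) of Dlk1, Meg3, Rian and Ptprf in each array by group; circles, squares and triangles are replicates 1, 2 and 3, coloured lines the geometric mean of a group and short black dashes the background level of each array. Dlk1 has a mean of 12850 with ND13 and 279 in the GFP control.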

ND13 and NA10 had relatively more activation compared to the ND13(N51S) mutant and there was only a significant overlap on activated genes between ND13 and NA10 (Figure 1). Furthermore, of the 170 differentially expressed genes that were induced by both ND13 and NA10, 74 of these genes also differed significantly between ND13 and NA10 and the functionally inert ND13(N51S) mutant genes with at least a 50% difference in expression level (Table 1). These results suggest that ND13 and NA10 mainly act as transcriptional activators in undifferentiated BM cells and that this effect is dependent on an intact homeodomain. Moreover, the gene array results also indicate that a relatively small number of activated genes can be linked to NUP98-Hox induced effects on primitive hematopoietic cell function.

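Some genes that responded to ND13 had raised values with the ND13(N51S) mutant too. Zfp36, a protein that destabilises cytokine mRNAs, averaged 364 ± 130 in the GFP control, 1176 ± 211 with ND13, 692 with NA10 and 990 with ND13(N51S) (n = 3 arrays each), and Ifitm6, a membrane protein of the interferon-induced family, averaged 154 ± 27.8, 603 ± 167, 203 and 382. Both passed the test with ND13 only. Mycn, a transcription factor of the Myc family that was picked after its values were seen, ran the other way with every fusion: its signal was 9921 ± 1957 in the GFP control, 5177 ± 1232 with ND13, 4834 ± 1436 with NA10 and 3558 ± 384 with ND13(N51S), log2 fold changes of -0.95, -1.07 and -1.47 (SE 0.23 each), with limma's adjusted p = 0.29, 0.36 and 0.21 and, with the replicate block, 0.0195, 0.022 and 0.0048. The other 2 Mycn probe sets did not follow.
ND13 and NA10 shared 267 higher probe sets at the thresholds of the paper, ND13 and ND13(N51S) 273, NA10 and ND13(N51S) 196, and all 3 fusions 125, and 142 were shared by ND13 and NA10 without the mutant. Independent lists would share 19.5, 33.9 and 24.8, and lists of the same sizes from simulated unchanged groups against the same GFP control arrays shared 166, 241 and 190 on average (at most 191, 270 and 213), so that much of the excess may come from the shared controls, and for NA10 and ND13(N51S) all of it. Among lower probe sets ND13 and NA10 shared 63, of which 47 were outside the ND13(N51S) list, against 5.1 for independent lists and 72 on average (at most 94) in the simulation. The 63 became 122 without GFP control replicate 2. Of calls at the adjusted p, ND13 and NA10 shared 1, the probe set without a gene, and 2 with the replicate block. The 1 became 2, 3 and 2 without GFP control replicate 1, GFP control replicate 2 and ND13(N51S) replicate 3.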

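Genes that stood above both the GFP control and the mutant with ND13 and NA10 included surface receptors, enzymes and transcription factors. Procr, the endothelial protein C receptor found on hematopoietic stem cells, averaged 169 ± 33.4 in the GFP control, 348 ± 95.9 with ND13, 385 ± 8.08 with NA10 and 217 ± 15.9 with ND13(N51S) (n = 3 arrays each). Calcrl, a receptor for adrenomedullin, averaged 455 ± 211, 1001 ± 230, 939 ± 351 and 460 ± 289 in the same order, and Tgm2, a transglutaminase, 1849 ± 764, 4381 ± 141, 4378 ± 1128 and 2205 ± 748. Ahrr, a repressor of the aryl hydrocarbon receptor, had log2 fold changes of 1.28, 0.96 and 0.07 with ND13, NA10 and ND13(N51S), and Rab4a, a GTPase of endosomes, 1.26, 1.56 and 0.35. None of these 5 genes passed the adjusted test against the GFP control, with or without the replicate block.
In all, 33 probe sets met the definition of the set at the thresholds of the paper in all 5 comparisons, against 18.7 on average and at most 31 in simulated unchanged groups with lists of the same sizes. With limma's adjusted p 0 did, and 1 with the replicate block, 1 without GFP control replicate 1 and 1 without GFP control replicate 2. The 33 became 20 without NA10 replicate 1, 17 without ND13 replicate 1 and 6 with the methods' t-test. Of the 74 genes of Table 1, Crisp1, Sord and Pira1 had no matched probe set here, so the counts below leave out Crisp1, the gene with its largest fold changes. Whether the probe set without a gene that was called with both fusions measures any of them was not tested. The other 71 were all higher by value with both fusions, with a median fold change of 2.07 (quartiles 1.69 to 2.55) for ND13, 1.82 (1.54 to 2.28) for NA10 and 1.27 (1.03 to 1.47) for ND13(N51S). By the thresholds of the paper 55 were higher with ND13, 48 with NA10, 44 with both and 12 with ND13(N51S), 65 lay above the mutant by value with both, and 16 met all 5 conditions; adjusted over all probe sets the counts were 3, 1 and 0 (9, 1 and 0 with the replicate block), and adjusted over the list alone 55, 44 and 41, which is not independent evidence, since the study chose the list on these samples.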

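Compared directly, Dlk1 was 4.30 ± 0.58 and Meg3 3.21 ± 0.29 log2 units higher with ND13 than with ND13(N51S) (limma's adjusted p = 0.032 and 0.00083). When the 6 arrays of ND13 and NA10 were set against the 6 of the GFP control and ND13(N51S), 5 genes with a probe set called rose: Pbx3, a homeodomain cofactor (1.16 ± 0.16), Ddx4, an RNA helicase of germ cells (4.22 ± 0.56), and Ptprf (3.30 ± 0.42), Meg3 (1.94 ± 0.20) and Dlk1 (2.71 ± 0.41), the last 2 with high signals in ND13 only. The controls of Ptprf and Ddx4 lay near or below background, so the size of their change is uncertain. Mark2, a kinase of cell polarity, was lower with NA10 than with the mutant, at 152 ± 19.2 with the mutant and below background in all 3 arrays with NA10, and its other 2 probe sets were not called.
limma called 3 probe sets higher and 0 lower with ND13 against ND13(N51S), where 1781 had an unadjusted p < 0.05, 1 and 1 with NA10 against ND13(N51S), and 8 and 0 for the 2 fusions against both controls. The methods' t-test called 0 in each, which decides nothing, since after adjustment it recovered 0.9% of simulated 8-fold changes. With the replicate block the counts were 14 and 4, 9 and 1, and 20 and 3. By the same unadjusted thresholds 725 and 856, 666 and 1098, and 560 and 649 probe sets were higher and lower, and 375 were higher than in the mutant with both fusions (21.3 for independent lists, 177 on average and at most 196 in simulated lists of the same sizes). Without ND13(N51S) replicate 3 the 3 and 1 higher calls against the mutant became 21 and 27. The 3 became 1 without ND13(N51S) replicate 2, ND13 replicate 1 or ND13 replicate 3 and 5 without GFP control replicate 1 or 2, and the 8 became 24 without ND13(N51S) replicate 2, 13 without ND13(N51S) replicate 1, 2 without NA10 replicate 1, ND13 replicate 1 or ND13 replicate 2, and 4 without NA10 replicate 3 or ND13 replicate 3. From the excess of activated over repressed genes and the smaller response to the mutant, the paper proposes that ND13 and NA10 act mainly as activators of transcription and that this needs an intact homeodomain. Here the mutant's response was not smaller in the fit of all 4 groups (988 and 560, against 777 and 339 with ND13). In fits of 2 groups only the counts were 809 and 345, against 825 and 357. Directly against the mutant more probe sets were lower than higher with either fusion, as counted above. That order turned after median centring, to 900 higher and 737 lower with ND13 and 1010 and 836 with NA10.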

**Figure 1:**
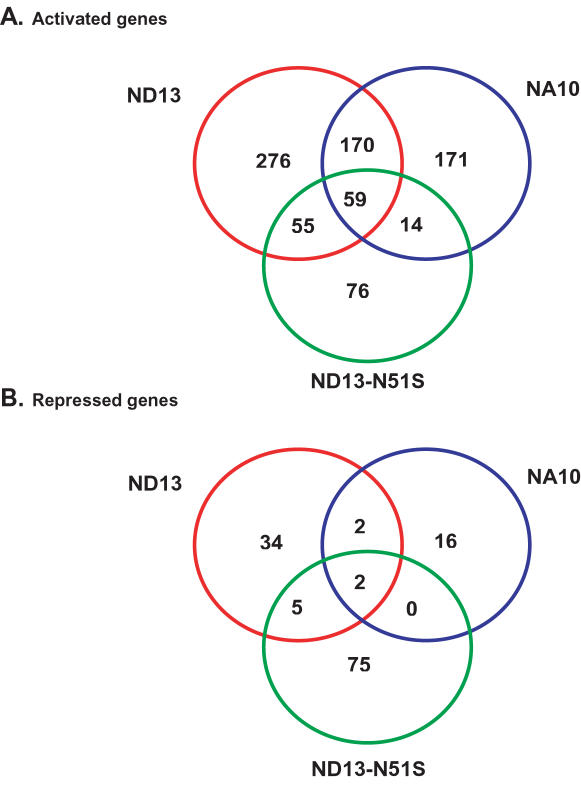
Venn diagram of genes significantly activated (A) or repressed (B) in Sca1+, Lin- BM cells expressing the ND13, NA10 or ND13(N51S) mutant fusion genes compared to GFP control.

**Table 1:** Genes changed by NA10 and ND13 but not by the ND13(N51S) mutant compared to the GFP control.

Gene name and description	Accession #	ND13 fold change	ANOVA p-value	NA10 fold change	ANOVA p-value	Biological process
Crisp1, cysteine-rich secretory protein 1	NM_009638	18.3	6.04E-06	30.8	7.92E-06	Unknown
Nr4a1, nuclear receptor subfamily 4, group A, member 1	NM_010444	8.1	2.90E-02	1.8	5.70E-03	Transcription
Igh-6, immunoglobulin heavy chain 6 (heavy chain of IgM)	BB226392	5.0	2.90E-03	3.2	3.81E-05	Signal transduction/Immune response/Cell proliferation
Ptprf, protein tyrosine phosphatase, receptor type, F	BF235516	4.5	3.69E-03	1.8	1.10E-03	Signal transduction
Pdcd1lg2, programmed cell death 1 ligand 2	NM_021396	4.1	3.79E-05	2.0	2.42E-03	Cell proliferation
Pbx3, pre B-cell leukemia transcription factor 3	NM_016768	3.9	6.23E-06	4.8	1.19E-05	Transcription/Development
Hlf, hepatic leukemia factor	NM_172563	3.4	3.52E-02	6.8	4.03E-04	Transcription/Cell proliferation
Ahr, aryl-hydrocarbon receptor	NM_013464	3.4	2.54E-03	3.1	2.35E-05	Transcription/Signal transduction
Hlx1, H2.0-like homeo box 1	NM_008250	3.4	3.99E-03	1.8	4.96E-03	Transcription
Ier3, immediate early response 3	NM_133662	3.3	9.35E-04	1.5	8.00E-03	Unknown
Erbb2ip, Erbb2 interacting protein	BM240030	3.3	9.17E-04	2.3	1.21E-03	Signal transduction
Tmem71, transmembrane protein 71	AV173260	3.0	4.03E-05	2.5	4.65E-05	Unknown
Pkp2, plakophilin 2	AA516617	3.0	7.13E-06	1.7	1.48E-03	Cell adhesion/Development
Pira1, paired-Ig-like receptor A1	NM_011093	3.0	1.56E-02	2.3	2.13E-02	Cell cycle/Immune response
Tgm2, transglutaminase 2, C polypeptide	BB041811	2.9	2.99E-03	2.9	3.04E-03	Signal transduction/Metabolism/Cell adhesion
Lilrb3, leukocyte immunoglobulin-like receptor, subfamily B, member 3	U96693	2.8	5.50E-03	2.0	8.22E-04	Cell cycle/Immune response
Cables1, Cdk5 and Abl enzyme substrate 1	AF328140	2.8	2.87E-03	1.8	2.59E-02	Cell cycle/Development
H2-DMa, histocompatibility 2, class II, locus DMa	NM_010386	2.8	7.61E-03	2.2	1.74E-02	Immune response/Transport
Ahrr, aryl-hydrocarbon receptor repressor	NM_009644	2.7	9.31E-04	2.2	2.48E-03	Signal transduction/Transcription/Metabolism
Fads3, fatty acid desaturase 3	BE652876	2.7	1.07E-02	1.9	7.20E-03	Metabolism
Tspan6, tetraspanin 6	NM_019656	2.7	1.14E-04	1.7	2.10E-03	Unknown
Tmem51, transmembrane protein 51	BC003277	2.7	5.61E-03	2.1	3.87E-03	Unknown
Rab4a, RAB4A, member RAS oncogene family	NM_009003	2.6	1.41E-03	3.4	1.40E-04	Transport/Signal transduction
Anxa1, annexin A1	NM_010730	2.5	3.65E-03	2.4	4.42E-03	Cell cycle/Cell proliferation/Signal transduction
Pscdbp, pleckstrin homology, Sec7 and coiled-coil domains, binding protein	BC007144	2.4	3.04E-03	1.6	4.34E-02	Cell adhesion
F2rl2, coagulation factor II (thrombin) receptor-like 2	NM_010170	2.4	8.34E-04	2.2	9.01E-04	Coagulation/Signal transduction
RIKEN cDNA C230093N12 gene	BC023470	2.4	2.04E-03	1.5	1.70E-02	Unknown
Cish, cytokine inducible SH2-containing protein	NM_009895	2.4	6.78E-04	1.6	3.19E-02	Cell growth/Signal transduction
Tsc22d1, TSC22 domain family, member 1	BB357514	2.4	2.60E-03	2.0	7.37E-03	Transcription
Wdfy2, WD repeat and FYVE domain containing 2	BB794924	2.4	6.33E-03	1.7	6.51E-03	Unknown
Pld3, phospholipase D family, member 3	NM_011116	2.3	8.47E-03	2.6	4.39E-05	Metabolism
Dnase1l1, deoxyribonuclease 1-like 1	AK009174	2.3	1.84E-02	1.9	2.87E-02	Metabolism
Mylc2pl, myosin light chain 2, precursor lymphocyte-specific	NM_021611	2.3	2.35E-02	2.9	1.82E-03	Unknown
RIKEN cDNA 1700027N10 gene	BC019423	2.3	4.46E-04	2.2	8.76E-04	Unknown
Cyp4f16, cytochrome P450, family 4, subfamily f, polypeptide 16	NM_024442	2.3	5.32E-04	1.9	2.91E-03	Transport
Hoxa5, homeo box A5	BC011063	2.3	7.95E-04	3.9	3.02E-05	Transcription/Development
Crisp3, cysteine-rich secretory protein 3	NM_009639	2.2	1.20E-04	2.1	3.50E-02	Unknown
Procr, protein C receptor, endothelial	NM_011171	2.2	8.99E-03	2.5	5.25E-05	Coagulation
Plek, pleckstrin	AF181829	2.2	5.53E-03	1.8	1.44E-02	Signal transduction
Mitf, microphthalmia-associated transcription factor	BB763517	2.2	9.81E-03	1.9	2.58E-03	Development/Transcription
Metrnl, meteorin, glial cell differentiation regulator-like	BC024445	2.1	2.00E-02	2.2	1.79E-02	Unknown
Prnp, prion protein	BE630020	2.1	2.13E-03	2.3	8.29E-03	Metabolism
Sord, sorbitol dehydrogenase	AV253518	2.1	1.49E-02	2.3	5.31E-04	Unknown
Rpgrip1, retinitis pigmentosa GTPase regulator interacting protein 1	AK015037	2.1	1.98E-04	1.6	3.35E-03	Development
Gsn, gelsolin	NM_010354	2.1	8.22E-03	2.1	2.22E-02	Transport
Hoxa7, homeo box A7	NM_010455	2.0	2.45E-02	1.7	2.38E-02	Transcription/Development
Mef2c, myocyte enhancer factor 2C	AI595932	2.0	2.58E-02	1.7	6.06E-03	Transcription/Development
Eltd1, EGF, latrophilin seven transmembrane domain containing 1	BC017134	2.0	2.94E-04	1.9	4.89E-04	Signal transduction
Flt3, FMS-like tyrosine kinase 3	NM_010229	2.0	2.44E-02	2.0	2.32E-02	Signal transduction/Development
Ncoa1, nuclear receptor coactivator 1	NM_010881	1.9	2.24E-02	1.5	6.81E-03	Transcription/Signal transduction
Ddx4, DEAD (Asp-Glu-Ala-Asp) box polypeptide 4	AK014844	1.9	2.04E-03	13.3	1.92E-06	Development
Calcrl, calcitonin receptor-like	AF209905	1.9	1.37E-02	1.8	1.97E-02	Cell proliferation/Signal transduction/Development
St8sia4, ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4	NM_009183	1.9	1.87E-03	2.0	1.77E-03	Metabolism
Glul, glutamate-ammonia ligase	AI391218	1.9	1.09E-02	1.7	1.64E-02	Metabolism
Lrp10, low-density lipoprotein receptor-related protein 10	BC011058	1.9	3.27E-03	1.8	5.96E-03	Metabolism/Transport
Hoxa9, homeo box A9	NM_010456	1.8	1.06E-02	2.5	1.33E-03	Transcription/Development
Malat1, metastasis associated lung adenocarcinoma transcript 1	AW012617	1.8	3.31E-02	1.9	1.27E-03	Unknown
Ptk2b, PTK2 protein tyrosine kinase 2 beta	AV026976	1.8	8.99E-03	1.7	1.34E-02	Signal transduction
Igfbp7, insulin-like growth factor binding protein 7	AI481026	1.8	1.25E-02	1.7	2.41E-02	Cell growth/Metabolism
Mxd4, Max dimerization protein 4	BG868949	1.8	1.23E-02	1.8	7.84E-03	Transcription
Sesn1, sestrin 1	BG076140	1.8	1.60E-03	1.8	1.42E-03	Cell cycle
Itm2c, integral membrane protein 2C	NM_022417	1.8	3.67E-03	1.5	2.97E-02	Unknown
RIKEN cDNA 4930504E06 gene	BB010153	1.7	2.71E-02	1.8	2.82E-03	Unknown
Man1a, mannosidase 1, alpha	NM_008548	1.7	9.38E-03	1.6	1.53E-02	Metabolism
Aldoc, aldolase 3, C isoform	BC008184	1.7	2.36E-02	1.8	2.93E-02	Metabolism
Cln3, ceroid lipofuscinosis, neuronal 3, juvenile	NM_009907	1.7	4.55E-03	1.7	5.18E-03	Unknown
Arrb1, arrestin, beta 1	AK004614	1.7	6.77E-03	1.8	7.22E-03	Signal transduction
Cast, calpastatin	AB026997	1.7	8.19E-03	1.8	2.99E-03	Metabolism
Nupr1, nuclear protein 1	NM_019738	1.7	4.92E-03	2.0	8.18E-03	Unknown
Jag2, jagged 2	AV264681	1.7	2.21E-02	1.6	1.15E-02	Signal transduction/Development/Cell proliferation
Bckdha, branched chain ketoacid dehydrogenase E1, alpha polypeptide	NM_007533	1.6	3.33E-02	1.8	1.30E-02	Metabolism/Transcription
Prkcn, protein kinase C, nu	BF160591	1.6	1.17E-02	1.7	3.48E-03	Signal transduction
Pnp, purine-nucleoside phosphorylase	AK008143	1.5	3.02E-03	1.5	2.90E-02	Metabolism
Tcf4, transcription factor 4	AI639846	1.5	2.96E-02	1.5	1.42E-02	Transcription/Development

To confirm the fidelity of the microarray data a subset of 15 genes was selected for validation using quantitative RT-PCR (Table 2). Quantitative real-time RT-PCR was used to measure relative abundances. The housekeeping gene GAPDH was used as an endogenous control to normalize the data. The fold change was calculated between the GFP control and the NA10, ND13 and ND13(N51S) samples respectively. 

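Of the genes measured by both methods, Anxa1, a phospholipid-binding protein of myeloid cells, had array fold changes of 2.24, 2.09 and 1.54 with ND13, NA10 and ND13(N51S), from a GFP control signal of 2585 ± 642 (n = 3 arrays), and limma's adjusted p with ND13 of 0.097, or 0.041 with the replicate block. Tgfbi, an extracellular matrix protein induced by TGF-beta, had 2.08, 2.04 and 1.70 (adjusted p with ND13 = 0.74, or 0.034 with the block), and Jun, a subunit of AP-1, had 3.57, 1.57 and 3.45 (0.027 with ND13, and 0.21, or 0.037 with the block, with the mutant). Csf2rb, the shared receptor subunit for IL-3, IL-5 and GM-CSF, had 2.31, 1.45 and 1.42, Hoxb4, a homeobox gene of stem cells, 1.51, 2.52 and 1.24, and Mecom, which encodes Evi1, a transcription factor of stem cells, 0.784, 0.963 and 1.24. Of these 6 only Jun, with ND13, passed the adjusted test without the block. Over the 14 genes of Table 2 with values here and all 3 constructs, the array change ran in the direction of the qRT-PCR value of the paper in 35 of 42 comparisons, 11 of 14 with ND13, 13 of 14 with NA10 and 11 of 14 with ND13(N51S).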

The majority of the individual fold changes determined from the gene array was verified by qRT-PCR (Table 2). 

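Across 14 genes and 3 constructs, 42 points in all, the log2 array change computed here and the log2 qRT-PCR change of the paper had a Pearson r = 0.678 (Spearman rho = 0.537; 2-sided permutation p = 0.00002 and 0.00033, adjusted 0.00008 and 0.0013). By construct r was 0.803 for ND13 (rho = 0.506; permutation p = 0.0056 and 0.067, adjusted 0.011 and 0.12), 0.467 for NA10 (rho = 0.411; 0.094 and 0.15 before and after adjustment alike) and 0.493 for ND13(N51S) (rho = 0.474; 0.071 and 0.089, adjusted 0.094 and 0.12), a family of 4 correlations. They run across genes, which are not independent replicates. Ptprf lies farthest out: without it r was 0.449 for all points, 0.420 for ND13, 0.119 for NA10 and 0.386 for ND13(N51S). Without the 2 points farthest from the median qRT-PCR change r was 0.658 overall, 0.270 for ND13, 0.643 for NA10 and 0.586 for ND13(N51S). For ND13 these points were Ptprf and Pbx2, the highest and lowest by qRT-PCR, and most of the fall came with Ptprf alone. The qRT-PCR change was the larger one in 32 of 42 comparisons, 12 of 14 for ND13, 11 for NA10 and 9 for ND13(N51S). Among the genes with the widest gap was Mecom with NA10, at a log2 change of 4.81 by qRT-PCR in the paper and -0.05 on the arrays.

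**Figure D3:**
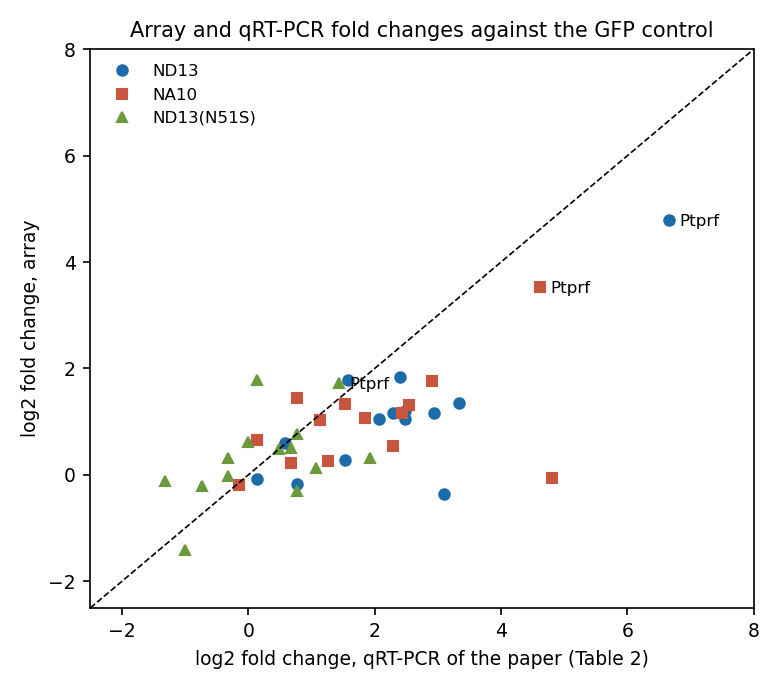
Log2 change by qRT-PCR in the paper against log2 change on the arrays, 14 genes for each of 3 constructs, each against the GFP control; the dashed line marks equal change. Ptprf with ND13, at 6.65 and 4.80, lies farthest to the upper right.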

Overall the analysis revealed a good correlation between the gene array data and the qRT-PCR results (Pearson correlation, r = 0.83), with a tendency that the PCR results showed greater changes than what the array suggested. Taken together the validation analysis provides confidence in our approach to identify differentially expressed genes with a high likelihood of exhibiting true expression level changes.

**Table 2:** Validation of microarray results with quantitative RT-PCR on unamplified RNA.

*Gene transcript*	*qRT-PCR NA10*	*Array NA10*	*qRT-PCR ND13*	*Array ND13*	*qRT-PCR ND13 N51S*	*Array ND13 N51S*
*Pbx1*	1.7	1.1	2.6	1.3	0.9	1.1
*Pbx2*	0.9	1.3	1.1	1.1	0.6	1.0
*Pbx3*	5.4	5.0	4.2	4.9	0.4	0.8
*HoxA5*	7.5	3.2	7.7	2.1	1.7	0.9
*HoxA7*	1.7	2.1	3.0	2.8	0.5	0.2
*HoxA9*	2.4	1.6	2.9	1.2	0.8	1.0
*HoxB4*	2.9	2.5	1.5	1.4	0.8	1.1
*Meis1*	1.6	1.1	1.7	0.9	1.4	1.2
*Flt3*	5.8	2.2	10.1	2.3	2.1	1.1
*Evi1*	28.1	4.2	8.6	2.9	3.8	1.4
*Anxa1*	3.6	2.0	4.9	2.2	1.0	1.3
*Tgfbi*	2.2	1.8	5.6	2.2	1.7	1.1
*c-Jun*	1.1	1.5	5.3	3.4	1.1	3.4
*Csf2rb*	4.9	2.4	5.6	4.9	1.6	2.2
*Ptprf*	24.5	10.8	100.5	27.2	2.7	2.4

Fold changes are calculated against an empty MIG control and *Gapdh* as endogenous control gene.

### Functional classification and analysis of differentially expressed genes

The 74 genes that were both induced by ND13 and NA10 and whose expression was dependent on an intact homedomain were classified into gene ontology categories according to involvement in different biological processes. The genes were separated into 12 main categories (Figure 2). A relatively high number of differentially expressed genes were classified as being involved in development and differentiation (16 genes), cell cycle, cell growth and/or cell proliferation (13 genes) or signal transduction (19 genes). 

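Among the Table 1 genes with a part in development, Cables1, a regulator of cyclin-dependent kinases, had fold changes of 2.95, 1.82 and 1.28 with ND13, NA10 and ND13(N51S). Of the signaling genes, Adgrl4, an adhesion receptor of endothelial cells, had 1.79, 1.78 and 0.963, F2rl2, a thrombin receptor, 2.28, 2.26 and 1.70 and Plek, a substrate of protein kinase C, 1.81, 1.64 and 1.27. Igfbp7, a binding protein for insulin-like growth factors, had 2.19, 2.01 and 1.56, and Pdcd1lg2, a ligand of the immune receptor PD-1, 2.86, 1.56 and 1.27. The processes listed in Table 1 give fewer genes for development and for cell cycle, growth or proliferation than the paper's text. By that list all 14 genes of development had probe sets here, with median folds of 2.29, 1.96 and 1.06. Signal transduction held 19 genes with 2.28, 1.94 and 1.27, and cell cycle, growth or proliferation 11 of 12 genes with 2.24, 2.01 and 1.43. At the thresholds of the paper 9 of the 14, 14 of the 19 and 8 of the 11 genes were higher with both fusions, and 1, 5 and 3 with the mutant. Since the study chose these genes on the same samples, the counts are not independent evidence of their direction, and none of the 6 genes named passed limma's adjusted test over all probe sets, and with the replicate block Cables1 and Pdcd1lg2 passed it with ND13 (adjusted p = 0.109 and 0.0502 without the block, 0.0339 and 0.0349 with it).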

At least 16 genes were classified as being involved in transcriptional regulation (Table 1). Thus, processes potentially important for cell self-renewal, expansion and transformation.

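By the values here, which rank the genes differently from the paper's, the transcriptional regulators of Table 1 with the largest fold changes with ND13 were Hlx and Nr4a1. Hlx, a homeobox gene of hematopoietic progenitors, had a signal of 54.2 in the GFP control, 317 ± 126 with ND13, 143 with NA10 and 69.7 with ND13(N51S) (n = 3 arrays each). Nr4a1, a nuclear receptor of the early response to growth factors, had fold changes of 4.89, 2.01 and 1.42. Its 4.89 became 3.13 without ND13 replicate 1 and 7.19 without ND13 replicate 3. Mitf, a factor of mast cell and pigment cell development, had 2.51, 2.23 and 1.36, Mxd4, a partner of Max that opposes Myc, 1.76, 1.77 and 1.00, and Tcf4, an E protein, 1.26, 1.22 and 1.16. All 16 genes listed under transcription had probe sets here, with median folds of 2.05, 1.98 and 1.16, and at the thresholds of the paper 12 were higher with ND13, 10 with NA10, 9 with both and 1 with the mutant. The list was drawn up by the study on these samples. Of the 5 genes named, Hlx with ND13 had limma's adjusted p = 0.086, or 0.028 with the replicate block.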

**Figure 2:**
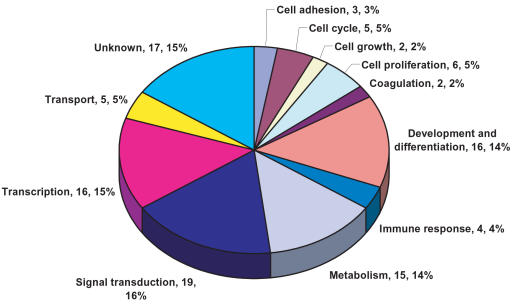
Annotation of differentially expressed genes. Genes that were differentially expressed by both ND13 and NA10 but not the mutant ND13(N51S) mutant were classified according to involvement in different biological processes. Some genes are classified in more than one category resulting in the total number of genes indicated in the figures being greater than the total number of differentially expressed genes.

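Hoxa5, Hoxa7 and Hoxa9, homeobox genes of the HoxA cluster, and Pbx3, which binds DNA together with Hox proteins, had higher mean signals with ND13 and NA10 than with the GFP control. Hoxa5 averaged 194 ± 70.3 in the GFP control, 416 ± 68.0 with ND13, 628 ± 56.2 with NA10 and 186 ± 134 with ND13(N51S) (n = 3 arrays each), and Hoxa7 91.6 ± 59.8, 284 ± 102, 217 ± 45.3 and 37.7 ± 26.0. Pbx3 averaged 220 ± 3.75, 460 ± 93.5, 500 ± 110 and 203 ± 13.7. Of the 2 Hoxa9 probe sets, the dimmer had log2 fold changes of 0.28 ± 0.23 with ND13 and 0.27 ± 0.23 with NA10, and the brighter 0.44 ± 0.15 and 0.79 ± 0.15. Against the GFP control limma's adjusted p was 0.80 and 0.71 for Hoxa5, 0.67 and 1 for Hoxa7, 0.66 and 0.23 for the brighter Hoxa9 probe set and 0.20 and 0.24 for Pbx3, with ND13 and NA10. Of the HoxA list, 9 members measured, 0 were called over all probe sets with either fusion, and 0 with ND13 and 1 with NA10 adjusted over the list alone. Its median log2 change was 0.28 with ND13 (camera's adjusted p = 0.106), 0.55 with NA10 (0.0691) and -0.31 with ND13(N51S) (0.157). When both fusions were set against both controls the HoxA list rose by camera (camera's adjusted p = 0.00472, and adjusted p = 0.201 with an estimated correlation). Its median was 0.28, its mean 0.70, and 2 of 9 members were past the thresholds of the paper. Without ND13(N51S) replicate 2 this median became 0.16.

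**Figure D4:**
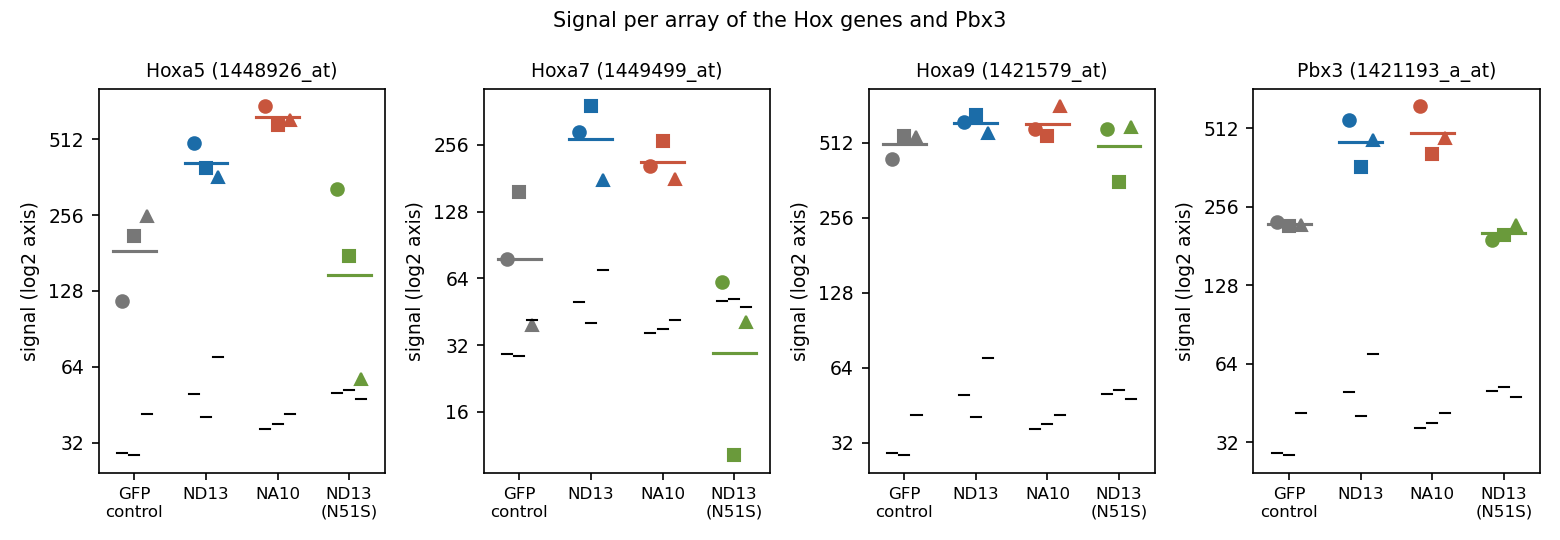
Signal (log2 axis) of Hoxa5, Hoxa7, Hoxa9 (its dimmer probe set) and Pbx3 in each array by group; circles, squares and triangles are replicates 1, 2 and 3, coloured lines the geometric mean of a group and short black dashes the background of each array. Pbx3 averages 460 with ND13 and 500 with NA10, against 220 in the GFP control and 203 with ND13(N51S).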

Several of the genes induced by ND13 and NA10 were Hox or Hox cofactors (*Hoxa5*, *Hoxa7*, *Hoxa9* and *Pbx3*, Table 1). 

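The cofactors Pbx2 and Meis1, which bind DNA together with Hox proteins, were read well above background in all groups. Pbx2 averaged 265 in the GFP control, 251 with ND13, 234 with NA10 and 238 with ND13(N51S), log2 changes of -0.08, -0.19 and -0.21 with an SE of 0.27 (n = 3 arrays each). Meis1 averaged 917 ± 28.4, 823 ± 125, 1068 ± 122 and 1322 ± 362, or -0.17, 0.21 and 0.49 ± 0.22, and ranked between the 80.8 and 87.6 percentiles of all probe sets. Neither gene passed the test with any fusion, and changes of up to 2-fold would mostly not be called with 3 arrays per group. In the simulation of ND13 against the GFP control, 10.8% of 2-fold changes were recovered, and 20.5% of those of bright probe sets. Of 9 measured TALE cofactors, 0 were called with ND13 or NA10 against the GFP control and 1 in each adjusted over the list alone, with medians of -0.08 and -0.19 (camera's adjusted p = 0.936 and 0.533).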

No significant change of gene expression could be seen for *Pbx1*, *Pbx2* or *Meis1*, also verified with Q-RT-PCR (Table 2), but all three genes were expressed in the Sca1+, Lin- BM cell population in concordance with published results [33]. *Meis2* and *Meis3* could not be detected either by gene array or Q-RT-PCR (data not shown). These findings are basically in line what have been reported in other studies [34]–[36]. 

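Meis2 and Meis3, homeodomain cofactors related to Meis1, gave signals near background. Meis2 averaged 20.8 in the GFP control, 27.4 with ND13, 5.04 with NA10 and 10.5 with ND13(N51S), and exceeded the background of its array in 1, 1, 0 and 0 of 3 arrays. For Meis3 the means were 37.8, 38.7, 36.0 and 31.4, above background in 2, 1, 1 and 0 arrays. The groups lay between the 3.58 and 22.2 percentiles of all probe sets for both genes. Differences between groups were not detectable at this signal level (SE of the log2 change 0.91 for Meis2 and 1.10 for Meis3).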

Besides the Hox or Hox co-factors several other putative target genes of ND13 and NA10 are involved in cell development and proliferation. This included induction of the DEAD-box protein gene *Ddx4*, the hepatic leukemia factor (*Hlf*), the MADS box transcription enhancer factor 2C (*Mef2c*), the prion protein gene (*Prnp*) and Jagged-2 (*Jag2*). 

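Ddx4, the mouse Vasa gene of germ cells, rose with NA10 from 15.3 ± 9.86 in the GFP control to 613 ± 83.4 (n = 3 arrays each), at least 18.7-fold over background (limma's adjusted p = 0.045), with 109 ± 15.8 for ND13 (at least 3.31-fold, adjusted p = 0.30) and 22.5 ± 19.0 for ND13(N51S). NA10 against the mutant had adjusted p = 0.0713, or 0.0245 with the replicate block. The other 4 genes did not pass the adjusted test without the block. Hlf, a transcription factor of stem cells, averaged 548 ± 157, 953 ± 365, 2163 ± 262 and 984 ± 585 in the GFP control, ND13, NA10 and ND13(N51S), and its second probe set had a log2 change of 2.51 ± 0.56 with NA10 (adjusted p = 0.38, or 0.015 with the replicate block). Mef2c, a MADS box factor, averaged 1716, 2711, 2337 and 2098, with log2 changes of 0.47 to 0.91 with ND13 over its other 4 probe sets. Prnp, the prion protein gene, had 0.87, 1.19 and 0.95 with ND13, NA10 and ND13(N51S) (SE 0.34 each), and Jag2, a Notch ligand, 0.66, 0.22 and 0.63 (SE 0.22). Of the Notch pathway list, 22 members measured, 0 were called with either fusion, and 0 adjusted over the list alone. Its median was 0.16 with ND13 (camera's adjusted p = 0.165) and 0.13 with NA10 (0.921).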

The Drosophila ortholog of *Ddx4*, *VASA*, has a central role in germ cell development and is conserved in invertebrates and vertebrates. *Ddx4* is a member of the DEAD box family of ATP-dependent RNA helicases, the same gene family as *Ddx10* belongs to, which has been found in translocations with NUP98 [37]. The prion protein has been shown to be present on human CD34+ bone marrow (BM) stem cells [38] and was recently shown to be expressed on long-term hematopoietic stem cells and to be important in hematopoietic stem cell self-renewal [39]. The *HLF* gene has been found in translocations together with E2A in human acute lymphoblastic leukemia [40] and enforced *HLF* expression has been reported to enhance both HSC engraftment and to inhibit apoptosis [41]. The MEF2 family of regulatory proteins are involved in myogenesis and the *Mef2c* gene is important for normal morphogenesis [42]. Jagged-2 (*Jag2*) is a ligand that activates NOTCH1 and related receptors that are critical for various cell fate decisions. Furthermore, the tyrosine kinase receptor *Flt3* was found to be induced by ND13 and NA10 in Sca1+, Lin- primary BM cells. 

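Flt3, a receptor tyrosine kinase of early progenitors, averaged 650 ± 327 in the GFP control, 1511 ± 257 with ND13, 1492 ± 377 with NA10 and 672 ± 260 with ND13(N51S) (n = 3 arrays each). These are log2 changes of 1.34 and 1.31 (SE 0.36) for the active fusions and 0.12 for the mutant against the GFP control, and of 1.22 and 1.19 for ND13 and NA10 against the mutant. limma's adjusted p was 0.36 with ND13 and 0.71 with NA10, and 0.14 for both fusions against both controls, where the difference was 1.26 ± 0.26. The 2-fold changes met the thresholds of the paper but not those of the adjusted test. Of 17 measured hematopoietic cytokine receptors, the list Flt3 belongs to, 1 was called with ND13 (Csf2rb2), 3 higher adjusted over the list alone. The list rose with ND13 at a median of 0.34 (camera's adjusted p = 0.0454, or 0.0511 with the replicate block, and adjusted p = 0.334 with an estimated correlation). With NA10 the median was 0.17 (0.277), and with ND13(N51S) 0.35 (0.0198, or 0.0111 with the block, and 0.36 with an estimated correlation). By value the list thus rose about as much with the mutant as with ND13, while Flt3 did not. For both fusions against both controls the median of the list was 0.09 (camera's adjusted p = 0.586).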

We and others have previously shown that *Flt3* expression is induced by Meis1 in a context with either high expression of NUP98-Hox fusions [43] or HOXA9 [44] and the present finding further strengthen the conclusion that the *Flt3* is a direct target gene of Hox and Hox co-factors in primary HSCs or progenitor cells.

### Correlation of gene expression in human AML

To discern what target genes identified in the microarray analysis might be involved in leukemic transformation and to investigate if they are associated with Hox and Hox co-factor expression, 34 de nova AML samples collected at diagnosis from adult patients were analyzed. Complete karyotype and FLT3-ITD status was known for all subjects and represented FAB subclass M0-M5 morphologically. Six patients had favorable, 19 had intermediate and 9 had unfavorable cytogenetics (Table 3). Quantitative real-time RT-PCR with TaqMan® Low density array (TLDA) was used to measure gene expression, allowing analysis of all the selected genes in several samples at the same time lowering assay variation and increasing reproducibility. We tested a subset of Hox and Hox cofactor genes, *HOXA5, HOXA7, HOXA9, HOXA10, PBX1, PBX2, PBX3,* and *MEIS1*, and possible Hox target genes *FLT3, HLF, JAG2, MEF2C, DDX4,* and *PRNP*. The gene expressions in leukemia samples were normalized with the housekeeping gene *GUS* as an endogenous control and the expression levels were calculated relative to pooled normal bone marrow (Table 3).

**Table 3:** Gene expression levels in human AML relative to normal bone marrow.

Patient	Cytogenetics	FLT3	FAB	Marrow blasts	*HOXA5*	*HOXA7*	*HOXA9*	*MEIS1*	*PBX1*	*PBX2*	*PBX3*	*MLL*	*FLT3*	*FL*	*HLF*	*JAG2*	*MEF2C*	*PRNP*
1	favorable	ITD+	AML M3	50%	0.0	0.0	0.0	0.1	0.0	2.0	1.1	2.0	22.9	0.3	0.3	0.0	0.4	0.8
2	favorable	Normal	AML M4	22%	0.8	0.0	0.0	3.4	0.0	0.9	2.0	1.5	13.6	0.1	0.0	0.0	12.6	1.8
3	favorable	Normal	AML M3	unknown	0.0	0.4	0.0	0.1	0.0	0.6	0.1	1.1	2.8	0.2	0.3	0.9	0.1	0.4
4	favorable	Normal	AML M3	16%	0.2	0.0	0.0	0.0	0.0	0.3	0.0	0.6	22.7	0.2	0.0	0.0	0.0	0.6
5	favorable	ITD+	AML M3	11%	0.3	0.0	0.0	0.2	0.1	0.2	0.2	1.6	29.5	0.5	0.5	0.4	0.4	1.3
6	favorable	Normal	AML M2	22%	0.3	0.0	0.0	0.1	0.0	0.7	0.7	1.0	9.8	0.3	0.0	0.4	0.6	0.2
7	intermediate	Normal	AML M4	unknown	4.4	17.4	5.5	1.9	0.3	0.8	4.9	2.5	11.1	0.6	1.7	0.2	8.3	1.8
8	intermediate	Normal	AML M1	unknown	7.9	59.2	16.9	8.0	0.1	1.5	3.2	5.3	81.5	0.4	0.8	0.8	16.7	1.6
9	intermediate	Normal	AML M2	50%	15.6	81.8	15.9	20.9	0.0	0.9	9.0	0.9	18.0	0.2	0.2	0.2	1.1	0.9
10	intermediate	ITD+	AML M1	79%	16.0	78.8	24.8	25.4	0.0	1.2	11.6	1.5	37.1	0.2	0.7	0.4	1.3	0.9
11	intermediate	ITD+	AML M2	30%	1.4	7.8	3.3	5.6	0.7	1.6	1.2	2.2	10.5	0.4	1.7	1.2	9.4	0.7
12	intermediate	ITD+	AML M2	55%	38.8	357.5	40.9	65.4	0.1	1.7	17.1	7.0	41.7	3.6	0.8	0.4	14.2	1.7
13	intermediate	Normal	AML M1	87%	1.9	27.7	13.8	17.1	0.5	5.4	2.3	2.0	39.6	0.1	1.5	0.1	0.4	0.6
14	intermediate	ITD+	AML M3	48%	7.7	0.0	0.0	0.1	0.0	0.3	0.9	3.2	37.4	0.4	0.0	0.0	2.0	0.9
15	intermediate	Normal	AML M2	38%	26.2	128.1	30.0	22.6	0.0	0.7	12.1	8.1	50.8	4.2	0.8	0.4	5.7	2.6
16	intermediate	Normal	AML M1	46%	0.2	0.9	0.1	0.2	0.1	1.8	0.3	2.8	8.4	0.2	0.5	0.2	2.1	0.6
17	intermediate	Normal	AML M1	58%	26.1	92.1	36.6	61.5	0.3	0.9	7.7	1.8	38.2	0.5	0.8	2.0	0.4	0.6
18	intermediate	ITD+	AML M2	77%	15.3	58.9	20.7	12.7	0.0	0.9	1.8	2.7	41.4	0.2	1.4	0.8	0.8	0.5
19	intermediate	Normal	AML M4	40%	27.7	120.7	22.2	25.3	0.0	1.0	6.5	1.9	30.1	0.8	0.0	0.4	7.8	2.0
20	intermediate	Normal	AML M0	90%	1.1	1.4	0.4	0.8	0.7	1.4	0.7	0.7	3.4	0.5	0.7	0.3	0.6	0.8
21	intermediate	Normal	AML M1	70%	1.1	20.0	2.4	13.0	0.0	1.5	0.0	2.8	59.3	0.4	0.2	0.4	3.5	1.4
22	intermediate	ITD+	AML M1	74%	20.5	45.1	44.9	42.9	0.0	0.3	3.8	3.4	81.4	0.0	0.1	0.8	0.9	0.7
23	intermediate	Normal	AML M1	59%	0.0	0.6	0.0	0.1	0.0	0.9	1.5	4.1	55.6	1.2	0.2	0.1	1.6	1.4
24	intermediate	ITD+	AML M1	90%	19.0	184.9	34.7	61.1	0.0	0.4	11.9	2.4	40.2	0.4	2.2	0.4	4.3	0.8
25	intermediate	Normal	AML M1	63%	15.3	40.9	21.6	12.0	0.3	1.6	2.8	5.6	55.0	0.9	0.0	0.6	9.9	0.8
26	unfavorable	Normal	AML M2	27%	11.9	96.9	11.3	5.8	1.2	2.1	1.8	4.3	44.3	0.7	14.7	0.7	29.2	1.7
27	unfavorable	Normal	AML M5	74%	1.9	10.3	2.3	1.0	0.1	5.3	5.3	1.8	34.2	0.5	1.5	0.3	17.7	1.9
28	unfavorable	Normal	AML M4	75%	4.2	37.2	10.4	10.1	0.0	0.3	0.8	0.8	44.7	0.4	0.9	1.0	0.1	0.8
29	unfavorable	Normal	AML M5	20%	7.6	27.8	7.9	13.6	0.1	0.7	4.2	1.4	12.4	0.5	0.4	0.1	5.0	1.3
30	unfavorable	Normal	AML M4	59%	2.4	0.1	0.0	7.9	0.1	0.9	1.6	3.3	33.1	0.2	0.0	0.0	14.8	1.8
31	unfavorable	Normal	AML M2	64%	11.3	58.1	14.2	11.3	0.3	0.3	6.2	5.9	35.4	0.9	0.5	0.7	9.1	2.0
32	unfavorable	Normal	AML M1	43%	3.8	12.9	9.0	6.4	0.4	5.7	2.8	7.4	87.3	1.0	1.7	2.2	7.5	1.2
33	unfavorable	Normal	AML M1	85%	11.5	90.2	28.7	7.2	0.2	3.2	0.2	7.3	118.4	0.7	5.8	7.3	8.3	2.1
34	unfavorable	Normal	AML M1	78%	2.7	18.0	4.5	4.0	0.1	3.5	0.3	2.3	27.5	0.1	0.4	0.9	2.8	1.5

Two of the selected genes could not be detected in the majority of the samples in either normal or leukemia bone marrow (*HOXA10 and DDX4*) and were therefore excluded from further analysis. Analysis of the selected Hox A cluster and Hox cofactor genes revealed a high degree of co-expression between these in leukemia samples, where correlation coefficient between *HOXA5, HOXA7, HOXA9* and *MEIS1* ranged between 0.83 and 0.92 (Spearman rank correlation, p<0.0001 in all cases, e.g. in Figure 3A). *PBX3* gene expression also correlated with these (r = 0.67–076, p<0.0001) but *PBX2* and *PBX1* did not. Furthermore, patients with intermediate or unfavorable cytogenetics had significantly higher expression of *MEIS1*, *PBX3*, *HOXA5*, *HOXA7* and *HOXA9* compared to patients with favorable cytogenetics (non-parametric Kruskal-Wallis ANOVA, e.g. *HOXA7* p = 0.0013 and p = 0.018 respectively) but there was no significant difference between patients with intermediate and unfavorable cytogenetics. These findings suggest a tight co-regulation of these factors and define a subset of homeodomain transcription factors linked to leukemic development and are in concordance with other reports [45], [46].

**Figure 3:**
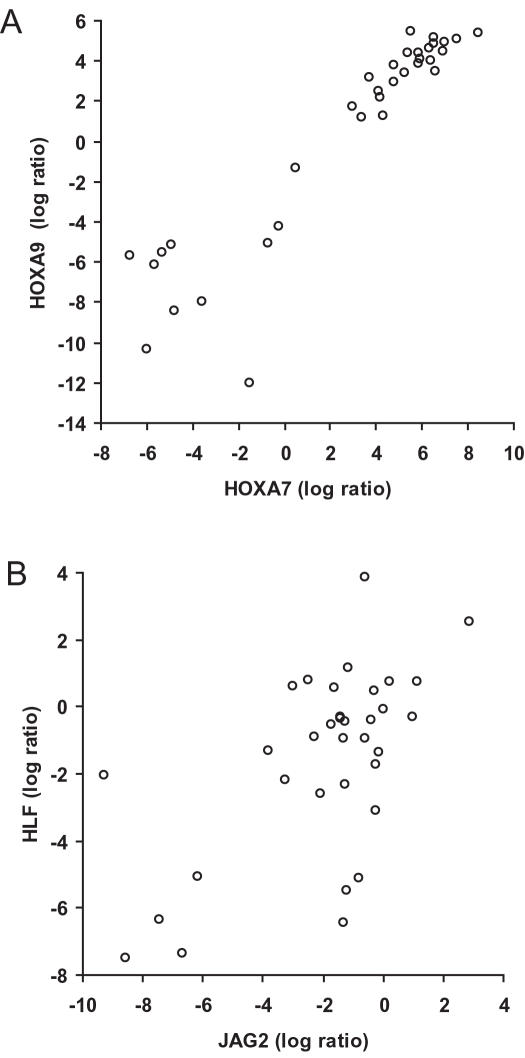
Correlation between HOXA7 and HOXA9 (A) and JAG2 and HLF (B) gene expression in human AML analyzed with TaqMan Low Density Array (TLDA). Spearman rank correlation analysis was done on the log ratio values obtained from the TLDA assay and calculated with the 2^−ΔΔCT^ method (n = 34).

Among the selected possible direct target genes, *FLT3* gene expression showed the closest association with *HOXA5*, *HOXA7*, *HOXA9* and *MEIS1* (Spearman, r-value between 0.45–0.57, p–value 0.016–0.0020) but no significant correlation was seen with *PBX3* expression (r = 0.22, p = 0.20). Furthermore, *FLT3* expression showed a weak but significant correlation with bone marrow blast counts (r = 0.36, p = 0.049). Moreover, *FLT3* expression was significantly higher in patients with intermediate or unfavorable cytogenetics (Kruskal-Wallis, p = 0.047 and p = 0.046 respectively) but there was no significant association between *FLT3* expression and FLT3-ITD status (p = 0.74). Thus, *FLT3* expression was associated with *HOXA5*, *HOXA7*, *HOXA9* and *MEIS1* in human leukemia and this gene expression profile was confined to leukemia with either intermediate or unfavorable cytogenetics.

Expression of the *HLF* gene correlated significantly with *HOXA7* and *HOXA9* expression (Spearman, r = 0.46, p = 0.0060 and r = 0.43, p = 0.011 respectively), but not with *HOXA5* (r = 0.24, p = 0.17), *MEIS1* (r = 0.25, p = 0.15) or *PBX3* (r = 0.25, p = 0.16). The same association was seen for *JAG2*, with a positive correlation with *HOXA7* and *HOXA9* gene expression (Spearman, r = 0.46, p = 0.0062 and p = 0.0068, respectively) but not with *HOXA5*, *MEIS1* or *PBX3* (r = 0.31, p = 0.074, r = 0.32, p = 0.061 and r = −0.02, p = 0.98 respectively). Furthermore, *JAG2* and *HLF* gene expression correlated (r = 0.47, p = 0.0052, Figure 3B) and there was also a significant correlation between *JAG2* and *FLT3* expression (r = 0.39, p = 0.024). Altogether, these findings suggest that HOXA7 and HOXA9 could be directly involved in *JAG2* and *HLF* gene regulation and possibly, unlike *FLT3,* independent of MEIS1.

The expression of the *MEF2C* and *PRNP* genes showed a tight co-association (r = 0.70, p<0.0001) and both showed significantly higher expression in patients with unfavorable vs. favorable cytogenetics (Kruskal-Wallis ANOVA, p = 0.017 and p = 0.026 respectively). However, their expression did not correlate with *HOXA5*, *HOXA7, HOXA9* or *MEIS1* and only weakly with *PBX3* expression in human leukemia (Spearman, r = 0.37, p = 0.033 and r = 0.44, p = 0.078 respectively). This suggests that their induction may be restricted to NUP98-Hox fusions and that they are not regulated by the native HOXA5, HOXA7, HOXA9 or MEIS1 in human bone marrow cells.

## Discussion

The goal of this study was to identify gene expression changes that may underlie the potent growth promoting effects of Hox on primitive hematopoietic cells. Our strategy included use of two NUP98-Hox fusions with strong overlapping functional effects versus a functionally “dead” mutant form coupled with analysis of early induced gene expression changes in a HSC/progenitor cell enriched fractions. Key results included the identification of a limited number of induced genes mainly involved in cell development, cell proliferation and signal transduction, consistent with the potent effects of these fusions on promoting primitive hematopoietic cell expansion and differentiation block *in vitro* and their ability to collaborate in leukemic transformation [19], [21], [27]. Among the identified genes are several intriguing candidates as HSC regulators and/or possible leukemogenic targets e.g. the tyrosine receptor *Flt3*, the prion protein *Prnp*, the transcription factor *Hlf* and the Notch ligand *Jag2*. Moreover, induction of *Hoxa5*, *Hoxa7*, *Hoxa9* and *Pbx3* by ND13 and NA10 was observed in HSC/progenitor cells that may define a minimal Hox transforming profile that seems to be shared with other NUP98-Hox and MLL fusions. Furthermore, *FLT3*, *HLF* and *JAG2* expression correlated with Hox genes in human AML that both confirms the fidelity of the microarray analysis and suggests the importance of these genes for Hox genes ability to trigger HSC expansion and to serve as a first step in leukemic transformation.

Importantly, several of the suggested target genes reported herein overlap with those recently published by the study of Chung et al., in which human CD34^+^ cord blood was used to investigate the effects induced by *NUP98-HOXA9*. These included the *HOXA5*, *HOXA7*, *HOXA9* and *PBX3* genes but perhaps more intriguing also *HLF*. Elevated *HLF* expression can both enhance HSC engraftment and inhibit apoptosis [41]. The homeodomain dependent induction of *Hlf* expression by ND13 and NA10 may explain the proliferative advantage induced by these genes on primary HSC and progenitor cells *in vitro* and the high level expansion of long term repopulating cells induced NA10 [19], [27]. The finding that *HLF* also correlated with *HOXA7* and *HOXA9* in human leukemia suggests that this gene also might be important for Hox induced cell transformation and development of leukemia.

The finding of homeodomain dependent induction of *Jag2* by ND13 and NA10 in Sca1^+^, Lin^−^ BM cells, and that *JAG2* expression correlated with *HOXA7* and *HOXA9* expression in AML samples is also very interesting since *JAG2* was recently found to be overexpressed in CD34(+)CD38(−) isolated leukemic stem cells from AML patients [47]. Moreover, Serrate, the Drosophila homologue of JAG2, has been identified as a component of Hox-dependent pathways [48] and in C. elegans the Hox protein LIN-39 and its Pbx-like cofactor CEH-20 are required for LIN-12/Notch-mediated signaling and for the expression of the genes encoding the LIN-12/Notch receptor and its ligand LAG-2/Delta/Serrate [49]. Thus, the Notch signaling pathway might be part of the effects induced by Hox and Hox co-factors.

Calvo et al. have reported that NUP98-HOXA9 enforce strong transcription of endogenous *Hoxa9* and *Hoxa7,* which further strengthen that different NUP98-Hox fusions have common target genes. HOXA9 is frequently induced in human AML with poor prognosis [50] and Hoxa9 can induce leukemia in murine BM transplantation models in collaboration with Meis1 [51] similar to what we have shown for ND13 and NA10 [19], [21]. Furthermore, mixed-lineage-leukemia (MLL) fusion genes, induce a characteristic pattern of Hox A cluster genes, including *Hoxa7* and *Hoxa9* in myeloid cells [52]. Both these genes are required for efficient *in vitro* myeloid immortalization by MLL-ENL and in a bone marrow transplantation model Hoxa9 is essential for MLL-dependent leukemogenesis *in vivo* [52]. Furthermore, deregulation of *FLT3* or *FLT3* mutations are frequently found in AML [53]. Meis1 was recently shown to directly induce *Flt3* expression in murine BM cells together with either Hoxa9 or ND13 or NA10 [43], [44] and we have also shown that high *Flt3* expression is sufficient to induce AML transformation in mice using preleukemic BM cells expressing either ND13 or NA10 [43]. Interestingly, *Flt3* has also been reported to be expressed together with *Pbx3*, *HoxA7*, *HoxA9* and *Meis1* in a gene expression profile induced by MLL-ENL [54], thus similar to what we observed for ND13 and NA10 in this study. In addition, our results reveal an association between *HOXA5*, *HOXA7*, *HOXA9*, *MEIS1* and *FLT3* expression in human AML. In conclusion these findings indicate that induction of *Flt3*, *Hoxa7, Hoxa9* and *Pbx3* and possibly other Hox genes (i.e. *Hoxa5*) in part underlie the transforming effects of ND13 and NA10 and perhaps support a common mechanism for leukemogenesis triggered by both NUP98 and MLL fusion genes.

Finally, the gene array results also indicated that the NUP98-Hox genes act principally as strong transcriptional activators. Importantly, the set of genes that showed overlap between ND13 and NA10 were all induced genes suggesting that gene transcription activation rather then repression is the key to their functional effects on primitive hematopoietic cells. Interestingly, in the study by Ghannam et al. where HOXA9 or NUP98-HOXA9 were expressed in myeloid cell lines, the majority of the genes showed predominant induced expression [55]. Furthermore, NUP98-HOXA9 affected about eight times more genes than HOXA9, with a substantial number of them regulated by the fusion but not by the native HOXA9 protein, intriguingly including the *Mef2c* gene. The finding that the *Mef2c* gene was induced also by both ND13 and NA10, but did not correlate with Hox or Hox co-factor expression in human AML samples indicate that this gene, plus the prion protein, *Prnp*, gene could be novel direct targets of these NUP98-Hox fusions and not normally effected by native *HOXA5*, *HOXA7*, *HOXA9* or *MEIS1* genes. However, other Hox genes not included in our analysis could of course still be involved in their regulation. In conclusion our findings support that NUP98-Hox fusion proteins are aberrant transcriptional activators whose activity depends on the DNA binding homeodomain but also has stronger and wider transcriptional effects than the native Hox protein. Findings by Chung et al. provide evidence that this effect, at least in part, is mediated by decreased susceptibility to CUL-4A-dependent ubiquitination of NUP98-Hox fusions increasing their protein half-lives [56].

In summary this study identify gene expression changes that involve several different biological processes important for HSC self-renewal and proliferation and point to several interesting genes suggesting that NUP98-Hox fusions target multiple mechanisms that could potentially explain how they both transform and induce expansion of HSCs, which in turn may lead to leukemia. The next step in our investigation will be to elucidate their relative role in these processes in animal models for HSC expansion and for transforming activity. These results will also be of great help in ongoing efforts for genome wide analysis of Hox binding sites and for investigating direct binding of Hox and Hox co-factors to regulator sequences.

How the deposited data were processed for this re-analysis (not part of the article)

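The series holds RNA of Sca-1+, Lin-, GFP+ bone marrow cells of mice given fluorouracil at 150 mg/kg 4 days before harvest, prestimulated for 48 hours, cocultured with virus producer cells for 2 days and sorted 24 hours after transduction with ND13, NA10, ND13(N51S) or the empty GFP vector. There are 12 arrays, 3 for each of the 4 groups, and the samples were grouped by their labels. The authors deposited signal intensities on a linear scale, which MAS5 had made from the scanned probe intensities, for 22690 probe sets of the MOE430A array, scaled to a common trimmed mean. For 2 arrays the experiment records were held as well. That of GFP control replicate 1 names another cell fraction than its label, and the label was kept. The GC-RMA values of the paper, the CEL files and the patient samples were not used here.

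The deposited signal values were put on the log2 scale with a floor of 0.01, at or below which lay 0 values, and were not scaled again, since the trimmed means were equal. Of the 22626 probe sets tested, 20380 carried 1 gene, 691 several genes and 1555 none; 20351 were matched in the reference by gene number, for 12393 genes in all. All statistics used limma 3.58.1 in R 4.3.3, lmFit with eBayes (trend and robust) on all 4 groups, with 13.4 degrees of freedom on average, residual and prior together, and Benjamini-Hochberg adjustment over all probe sets of a comparison, and a call needed an adjusted p < 0.05 and a 1.5-fold change. Group means and their SD are on the signal scale, log2 fold changes are differences of mean log2 values with limma's SE, and a bound of the form "at least" replaces a control signal below background by the background level. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

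Comparisons were ND13, NA10 and ND13(N51S) against the GFP control, ND13 and NA10 against ND13(N51S), ND13 against NA10, and both active fusions against both controls. These tests, the alternatives and 30 gene lists were set before the data were examined, except for 3 alternatives added later: leaving out both arrays in doubt, array weights, and a common background floor. The lists were the HoxA, HoxB, and HoxC and HoxD clusters, TALE cofactors, markers of cell types, cell cycle, stress, signaling and control sets. They were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, which tests whether a set moves one way on balance. Named genes were those in the results text and Table 2 of the paper, examples from Table 1 (the values of those tables had been seen), the 10 called genes with the largest change upward and 5 downward whose arrays all lay beyond those of the other group, at most 4 called members per list, and Nup98, Hoxa10 and Hoxd13. For genes with several probe sets, the probe set of the accession in Table 1 stands for the gene, and otherwise the 1 with the highest mean. Correlations with qRT-PCR used 100000 permutations. Overlaps were set beside 100 simulations of unchanged groups that shared the control arrays, with simulated lists cut to the sizes of the real ones by their smallest p (a step added later), and calls beside all 10 splits of 3 and 3 arrays or 100 splits of 6 and 6.

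Alternatives were a filter on dim probe sets (mean above the median), a pseudocount of 37.4, quantile normalisation, median centring, plain eBayes, fits of 2 groups only, the methods' t-test, 1 probe set per gene, the replicate number as a block, and each array left out in turn. The replicate numbers in the labels were checked for pairing: over probe sets above the median mean, deviations from the group mean of arrays with the same number correlated at 0.106 to 0.596 (median 0.364) and those with different numbers at -0.422 to 0.107 (median -0.200). Over all probe sets the values were 0.031 to 0.156 and -0.105 to 0.025. Each of the 12 arrays was closest to an array of its own number. The numbers were treated as pairing the arrays, and the blocked value is given where it changes a call. The set of probe sets for this check had not been fixed beforehand, and the calls of both fits had been seen.

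The test was run on simulated data without any effect of the replicate number, 20 tables with 200 changed probe sets each. With the replicate block the adjusted test recovered 0.4%, 6%, 40.1% and 59.2% of changes of 1.5-, 2-, 4- and 8-fold for ND13 against the GFP control, with 2.15 wrong calls per table, and the methods' t-test at the thresholds of the paper recovered 16.8%, 42.6%, 71.2% and 85.3% with 500 wrong calls. After adjustment that t-test recovered 0%, 0%, 0.2% and 0.9%, so 0 calls from it cannot show that genes did not change. In a simulation of NA10 against the GFP control, camera and fry found 20 of 20 shifted lists and 0 of 20 unchanged ones. The shifted lists held 20 genes each, moved by 0.58 log2 units. Wrong calls for lists whose genes vary together were not tested by this simulation. Left out were 64 control probe sets and, in counts of genes, probe sets without a single gene. Not analysed here were 3 genes of Table 1 without a matched probe set, Crisp1, Sord and Pira1, of which Crisp1 has the largest fold changes of that table.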

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

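The tests of single probe sets and arrays for the imprinted genes and of ND13(N51S) replicate 2, and the comparison of splits by replicate number, were chosen after those results were seen; all others were set before. These genes stand here because they were called above or below the GFP control and the paper does not discuss them. With ND13, log2 fold changes were 5.89 for Dlk1, 4.07, 5.93 and 4.02 for 3 probe sets of Meg3, 6.04 for Rian, 3.34 for Cd28, 2.38 for Csf2rb2, 2.26 for Emp1, 2.09 for Ccr1, 1.95 for Ifitm6, 1.74 for Zfp36, 1.40 for Itgb2 and -3.21 for Ly6i. The control signals of Rian and Cd28 and the ND13 signal of Ly6i lay below background, and over background these changes are at least 13.4-, 4.84- and 1.59-fold. With NA10 the value was 2.18 for Hacd4. The direct test of ND13 against NA10 found a difference between these groups for Dlk1 (4.78), 2 probe sets of Meg3 (3.41 and 5.01) and Mark2 (2.99, at least 3.09-fold, as its signal with NA10 lay below background), each higher with ND13.

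Dlk1, Meg3 and Rian rose together with ND13, and no gene between them in the gene order of the reference has a probe set. RNA of the virus producer fibroblasts or of marrow stroma is argued against by the fibroblast list, whose brighter members had a median log2 change of -0.55 (error 0.17) with ND13, where this explanation needed at least 0.58. A larger share of stem cells remains undecided, since the brighter stem cell genes had a median of 0.13, under the bound of 0.2 set against it by less than its error of 0.25. The test for the signal of a single array cannot decide. Its lowest value, among the probe sets that stand for these genes over the fits without 1 array, was 0.78, from a probe set of Rian with 1.00 in all arrays. Other probe sets of Meg3 and Rian were not called, so not chosen for their change. In the same fits a probe set of Rian kept a log2 change of at least 3.11 (3.42 with all arrays). A probe set of Meg3 kept 2.93 of 3.47, while another fell from 0.78 to 0.26. The 3.11 and 2.93 argue against a single array for those probe sets only. The called probe sets kept at least 3.38 but had been chosen for their change. The only probe set of Dlk1 is among them and kept at least 5.51. The signal of single probe sets is argued against for Meg3 and Rian by their probe sets that were not called, of which 3 of 4 had all ND13 arrays above all GFP control arrays. For Dlk1 it stays open, as 0 further probe sets measure it. Whether ND13 acts on this locus in all cells or a few cells carry the signal stays open.

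At the thresholds of the paper more probe sets were higher than lower with ND13 and NA10. The scaling of the arrays could account for part of this excess: the lowest share of higher probe sets over both fusions and both scalings was 55.7% (NA10 after median centring), under the 60% set as the limit beforehand, against 62.3% as deposited. The medians of ND13 and NA10 moved by less than 0.1 log2 units, so the shift that decides the share is small. Under quantile normalisation the shares were 63.2% and 63.5% for ND13 and NA10, and with the filter on dim probe sets 81.2% and 82.4%, so the excess does not vanish under any setting. Which scaling is right stays open. The housekeeping and ribosomal protein lists had medians of -0.06 and 0.05 with ND13, and whether these genes are constant was not tested.

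In the fit of all 4 groups ND13(N51S) had more probe sets past the thresholds of the paper than ND13 (988 higher and 560 lower, against 777 and 339), but not in fits of 2 groups only (809 and 345, against 825 and 357) or with array weights, chosen later (875 and 414, against 973 and 466). Its replicate 2 had a 3'-to-5' ratio of Gapdh of 48.87. Whether poor RNA of that array lies behind the count of higher probe sets is undecided, since without it the counts were 957 for the mutant and 852 for ND13, while array weights reverse the order. For the lower probe sets it may matter, since without it their count was 376 against 382 for ND13 in the same fit. With that array kept the count also fell, to 403 against 337 without GFP control replicate 1 and 461 against 386 without GFP control replicate 2. With plain eBayes it was 464 against 419, so a fall is not particular to that array. Without ND13(N51S) replicates 1 and 3 the lower count was 1070 and 1115. Why the mutant shows so many changes at these thresholds, and none at the adjusted p (0 with limma, 1732 at an unadjusted p < 0.05, 0 with the methods' t-test) without the replicate block, stays open. The 0 of the t-test carries no weight, since after adjustment it recovered 0.9% of simulated 8-fold changes. With the block 3 were higher and 3 lower, and with the background floor, chosen later, 5 higher and 0 lower.

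Among the 10 splits of the 6 arrays, only the real split (1 of 10) gave as many calls with ND13 (20, highest other 0) and with NA10 (3, highest other 0), and with ND13(N51S) all 10 of 10 gave the 0 of the real split; 10 splits are too few for a share under 0.05. For both active fusions against both controls, in a fit of 2 groups, 3 of 100 splits gave at least the 2 calls of the real split, counting it, with a highest other of 5. The other two splits keep all 4 arrays numbered 3 on one side. At the thresholds of the paper the real splits gave 1116, 911, 1548 and 1158 probe sets, against highest others of 1123, 1018, 1695 and 1498. The arrays are paired by number, and splits that part the numbers as the real split does gave fewer: with 1 array of each number on each side (4 of 10 splits) the highest others were 592, 583 and 964, and with 2 arrays of each number on each side (23 of 100) 808. Of the 7 other splits into 6 and 6 that reached 1158, 6 keep all arrays numbered 3 on one side.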

How the results depend on the processing

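Many counts and several single calls depend on the setting. Among the values of named genes under an alternative, 1713 kept direction and side of the threshold, 147 lost and 8 gained the adjusted p < 0.05, and 58 changed sign, all of genes not called and with log2 changes between -0.49 and 0.38. The calls lost most often were those of Cd28, Emp1, Tmem71, Jun and Ly6i with ND13, Ddx4 and Hacd4 with NA10, and Pbx3 for the active fusions. Signal over background limits the dim genes: 14446 to 17695 of the probe sets lay above background in an array, and the control signals of Rian, Ptprf, Ddx4 and Cd28, the signal of Ly6i with ND13 and that of Mark2 with NA10 lay below it, so that the size of their change is known only as a bound. Where a left-out array leaves a group with 2, its spread is taken from all groups. For every value below the cause was not tested, except that the filter tests 11313 and the fit of 1 probe set per gene 12393 instead of 22626 probe sets, the fits of 2 groups and those without an array hold fewer arrays, and the methods' t-test has no shared estimate of the spread. Array weights, the common background floor and leaving out both arrays in doubt (GFP control replicate 1 and ND13(N51S) replicate 2) were chosen after seeing the data. A first form of the floor, at the background of each array (28.5 to 69.8), gave 3039 probe sets higher with ND13 at the adjusted p and 4853 higher with ND13(N51S) at the thresholds of the paper. It was replaced because floors that differ between arrays make differences of their own.

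In what follows, pairs such as 8/2 are probe sets higher/lower. Adjusted calls in the order higher/lower were 19/1 with ND13, 3/0 with NA10 and 0/0 with ND13(N51S), each against the GFP control (higher with ND13 than with the GFP control, and so on), 3/0 for ND13 and 1/1 for NA10 against ND13(N51S), 8/0 for the active fusions against the controls, 4/0 for ND13 against NA10, 1/0 for both ND13 and NA10 against the GFP control and 0 in the homeodomain-dependent set. At the thresholds of the paper they were 777/339, 568/343, 988/560, 267/63 for both, and 33 in the homeodomain-dependent set.

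With the filter on dim probe sets, lower with ND13 than with the GFP control became 0, the thresholds of the paper gave 420/97 with ND13, 281/60 with NA10, 426/345 with ND13(N51S) and 161/11 with both, lower with NA10 than with ND13(N51S) was 0, active fusions 3 and ND13 over NA10 2. The pseudocount gave 2 lower with ND13, 5 higher with NA10, 1 higher with ND13(N51S), 12/1 for ND13 and 3/2 for NA10 against ND13(N51S), 1 in the homeodomain-dependent set, 13 for the active fusions and 9/1 for ND13 against NA10. Meis3 (0.24) and Hoxd13 (-0.01) with ND13(N51S) turned to -0.05 and 0.05. Quantile normalisation gave 1 higher with NA10, 5 for ND13 over ND13(N51S) and 1 in the homeodomain-dependent set, and with ND13(N51S) Hoxa9 (-0.02) and Hoxa10 (0.02) turned to 0.01 and -0.11. Median centring gave 647/963 with ND13(N51S) at the thresholds of the paper, 6 and 2 higher for ND13 and NA10 over ND13(N51S), 1 in the homeodomain-dependent set and -0.09 for Hoxa10 with ND13(N51S).

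Plain eBayes gave 8/2 with ND13, 1/2 with NA10, 1 for ND13 and 0 for NA10 over ND13(N51S), 1 lower with both and 98 lower with both at the thresholds of the paper, 1 for the active fusions and 2/1 for ND13 against NA10. Fits of 2 groups only gave 0 lower with ND13, 345 lower with ND13(N51S) at the thresholds of the paper, 0 lower with NA10 than with ND13(N51S), 1 in the homeodomain-dependent set, 2 for the active fusions and 1 lower with ND13 than with NA10. The methods' t-test called 0 after adjustment with ND13 in either direction, with NA10, against ND13(N51S), with both fusions, for the active fusions and for ND13 over NA10. Since after adjustment it recovered 0.9% of simulated 8-fold changes, these calls of 0 decide nothing. At the thresholds of the paper it gave 411/182 with ND13, 330/193 with NA10, 505/146 with ND13(N51S), 107/26 with both and 6 in the homeodomain-dependent set. With 1 probe set per gene the thresholds of the paper gave 483/180, 354/197, 633/211 and 32 lower with both, and the adjusted calls were 0/0 for NA10 against ND13(N51S), 0 higher with both and 2 for ND13 over NA10.

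The replicate block gave 62/5 with ND13, 8/1 with NA10, 3/3 with ND13(N51S), 14/4 and 9 higher for ND13 and NA10 against ND13(N51S), 2 higher and 1 lower with both, 1 in the homeodomain-dependent set, 20/3 for the active fusions and 7/2 for ND13 against NA10. All 19 probe sets higher with ND13 stayed called with the block. Among the lists the block ended the calls of cytokine receptors and hypoxia with ND13, of the HoxB cluster with NA10 and of MHC class II and dendritic cell genes for the active fusions (0.0418 without and 0.0622 with the block). Among list members 16 were called with the block and 5 without it.

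Of the settings chosen after seeing the data, leaving out both arrays in doubt gave 0 lower with ND13, 326 lower with ND13(N51S) at the thresholds of the paper, 2/0 for NA10 against ND13(N51S), 2 higher with both and 1 in the homeodomain-dependent set. It turned Meis3 to 0.40 with ND13 and 0.42 with NA10, Nup98 to 0.01 with ND13 and, with ND13(N51S), Hoxa9 to 0.12, Pbx2 to 0.06, Ddx4 to -1.14, Mef2c to -0.23, Flt3 to -0.15, Hoxa10 to -0.28 and Hoxd13 to 0.17. Array weights gave 49/4 with ND13, 10/1 with NA10, 3 for NA10 over ND13(N51S), 3 higher with both, 1 lower for the active fusions and 1 of the Table 1 genes, and turned Meis3 with ND13 to 0.02 and, with ND13(N51S), Hoxa9 to 0.10, Ddx4 to -0.03, Hoxa10 to -0.17 and Hoxd13 to 0.23. The background floor gave 0 lower with ND13, 468/111 with ND13, 302/84 with NA10, 602/262 with ND13(N51S) and 153/20 with both at the thresholds of the paper, 5 higher with ND13(N51S), 12/4 and 3/6 for ND13 and NA10 against ND13(N51S), 1 in the homeodomain-dependent set, 2 lower with ND13 than with NA10, and values of 0.02 for Meis3 with ND13 and 0.06 for Meis3 and Mecom with NA10.

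Leaving out 1 array at a time gave, lowest to highest, 4 (without ND13 replicate 1) to 37 (without ND13(N51S) replicate 2) higher and 0 to 2 lower with ND13, 1 to 4 higher and 0 to 1 lower with NA10, 0 to 1 higher and 0 to 13 (without ND13(N51S) replicate 3) lower with ND13(N51S), 1 to 21 higher and 0 to 2 lower for ND13 and 0 to 27 higher and 0 to 3 lower for NA10 against ND13(N51S), 1 to 3 higher with both, 0 to 1 in the homeodomain-dependent set, 2 to 24 higher and 0 to 1 lower for the active fusions, 1 to 6 for ND13 over NA10 and 0 to 1 of the Table 1 genes. By the unadjusted calls it gave 516 to 852 for higher with ND13 than with the GFP control at the thresholds of the paper, 376 to 1115 lower with ND13(N51S), 48 to 122 lower with both and 17 to 48 in the homeodomain-dependent set. Signs of near-zero log2 changes turned between -1.14 and 1.00 for Meis3, -0.47 and 0.17 for Hoxa10 and -0.16 and 0.14 for Nup98 with ND13, between -1.12 and 0.52 for Meis3, -0.32 and 0.12 for Hoxd13 and -0.33 and 0.36 for Mecom with NA10, and with ND13(N51S) between -0.15 and 0.22 for Hoxa9, -0.42 and 0.06 for Pbx2, -0.07 and 0.54 for Mef2c, -0.26 and 0.04 for Nup98, -0.29 and 0.23 for Hoxa10, -1.07 and 0.50 for Meis2, -0.78 and 0.76 for Meis3, -0.42 and 1.31 for Ddx4, -0.30 and 0.49 for Flt3, -0.88 and 0.37 for Hoxa5 and -0.78 and 0.44 for Hoxd13. The gene lists past camera fell from 10, 10, 7 and 6 to 0, 0, 0 and 0 with an estimated correlation, and fry gave 6, 1, 3 and 0.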

Differences from the paper's values

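Counts are set beside the paper's at its thresholds of p < 0.05 and a 1.5-fold change, with limma's unadjusted p here in place of the paper's t-test, and count probe sets. Repressed genes were 43 with ND13 in the paper and 339 here, and 20 with NA10 in the paper and 343 here. Both stay different under every alternative set before the data were examined, the nearest being the filter on dim probe sets with 97 and 60, as do the floor's 111 and 84, a setting chosen after seeing the values. With ND13(N51S) the paper gives 204 activated genes and 82 repressed genes, against 988 and 560 here. These stay different under every such alternative as well, with the lowest values 426 (filter on dim probe sets) and 146 (the methods' t-test). Repressed by both and not by the mutant were about 2 in Figure 1, read by eye, and 47 here, and 7 to 75 under the alternatives, all different. The homeodomain-dependent set held 74 genes in the paper and 33 probe sets here, and 6 (the methods' t-test) to 48 (without ND13(N51S) replicate 2) under the alternatives, all different, with 44 under the replicate block. The activated genes with ND13 (560 in the paper, 777 here) and NA10 (414 in the paper, 568 here) lay within 1.5 times the paper's counts. For genes induced by both, the paper's text gives 170 and does not say whether those of the mutant are left out. Here 142 were induced by both and not by the mutant, within 1.5 times the 170. With those of the mutant included 267 were induced by both, which lies beyond it. The count with ND13 differs with the replicate block (915) and without ND13(N51S) replicate 2 (852). That with NA10 differs with the replicate block (690) and without GFP control replicate 2 (627). The count induced by both and not by the mutant differs from 170 with the filter on dim probe sets (90), 1 probe set per gene (94) and the methods' t-test (88). It also differs without ND13 replicate 1 (106) or NA10 replicate 1 (101). Of the settings chosen after seeing the values, array weights make ND13 (973) and NA10 (717) differ and the background floor those induced by both and not by the mutant (95).

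The lowest replicate correlation was 0.92 in the paper and 0.89 here, and the highest replicate correlation 0.99 in the paper and 0.939 here. On the linear scale, an alternative set before the data were examined, the values were 0.935 and 0.990, and neither differs. The highest 3 to 5 ratio of Gapdh and actin was 2.7 in the paper and 48.9 here, with no alternative run. The array and qRT-PCR correlation was 0.83 in the paper and 0.678 here, and 0.615 to 0.724 under the alternatives, all different. With the paper's own array values from Table 2 it was 0.831 on the log2 scale. On the linear scale r was 0.935 with the values here and 0.957 with the paper's own array values, both above the 0.83 of the paper.

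A fold change is said to differ where it lies beyond 1.5 times the paper's and, on the log2 scale, also by more than the SD between replicate arrays. A lower bound differs where it exceeds 1.5 times the paper's value. In Table 1, 10 of 71 fold changes with ND13 and 8 of 71 with NA10 differ (12 and 10 by 1.5 times alone), and 50 and 47 of the 71 lie below the paper's. The fold change, Table 1, with ND13 was 5.0 in the paper and 2.90 here for Igh-6 (only without ND13 replicate 2, at 3.43, does it not differ), 3.9 in the paper and 2.07 here for Pbx3 and 3.4 in the paper and 1.70 here for Hlf (every alternative differs for both). For Ptprf the paper has 4.5 with ND13 and 1.8 with NA10, and the lower bounds here were 16.9 and 7.01, different under every alternative and with the background floor chosen later (7.90 and 3.27), while Table 2 of the paper gives 27.2 and 10.8 for the same gene, from which the bounds do not differ. For Hlx1 with ND13 the paper has 3.4 and the value here was 6.69, which does not differ with the pseudocount (3.91), quantile normalisation (6.34), median centring (6.35) or without GFP control replicate 2 (4.31), ND13 replicate 1 (5.54) or ND13 replicate 3 (6.36), and differs without any other array. Pkp2 had 3.0 in the paper and 4.74 here, which does not differ with the pseudocount (2.73), quantile normalisation (4.48) or without GFP control replicate 3 (4.15) or ND13 replicate 3 (4.48). Lilrb3 had 2.8 in the paper and 5.90 here with ND13 (no difference with the pseudocount, 3.41, or without ND13 replicate 1, 4.24) and 2.0 in the paper and 3.85 here with NA10 (none with the pseudocount, 2.39). For 1700027N10 with ND13 the paper has 2.3 and the value here was 6.23 (none with the pseudocount, 2.94, or without GFP control replicate 1, 3.65), and with NA10 2.2 in the paper and 4.99 here (none with the pseudocount, 2.49, without GFP control replicate 1, 2.93, or without NA10 replicate 3, 4.05). Gsn had 2.1 in the paper for both, and 4.38 here with ND13 (none with the pseudocount, 3.58, or without GFP control replicate 1, 3.62, GFP control replicate 3, 3.78, or ND13 replicate 1, 2.91) and 3.63 with NA10 (none with the pseudocount, 2.99, or without GFP control replicate 1, 3.00, or 3, 3.14). Ddx4 with ND13 had 1.9 in the paper and a lower bound of 3.31 here (none with the pseudocount, 2.79). With NA10, Igh-6 had 3.2 in the paper and 2.12 here (none without GFP control replicate 2, 2.22, or 3, 2.17, or NA10 replicate 2, 2.25, or 3, 2.16), Pbx3 4.8 in the paper and 2.24 here (every alternative differs), Hlf 6.8 in the paper and 4.05 here (none without GFP control replicate 2, 4.57) and Hoxa9 2.5 in the paper and 1.20 here (every alternative differs). The alternatives set before the data were examined that are not named for a gene leave its difference. Looked at after the values were seen, the gap depends on the probe set for some genes: other probe sets give 2.92 and 5.71 for Hlf and 1.73 for Hoxa9 with NA10, 2.61 for Pkp2, 1.99 and 1.90 for Gsn with ND13 and NA10, 2.39 for Igh-6 with NA10 and, in Table 2, 1.36 for Tgfbi with ND13(N51S), each within 1.5 times the paper's value, while further probe sets of Pkp2, Igh-6 and Tgfbi, and of Gsn with NA10, lie beyond.

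In Table 2 the fold change was 4.9 and 5.0 with ND13 and NA10 in the paper and 2.07 and 2.24 here for Pbx3, and 2.9 and 4.2 in the paper and 0.784 and 0.963 here for Evi1 (Mecom), different under every alternative. For Csf2rb it was 4.9 in the paper and 2.31 here with ND13 (every alternative differs), 2.4 in the paper and 1.45 here with NA10 (no difference only without NA10 replicate 2, 2.04) and 2.2 in the paper and 1.42 here with ND13(N51S) (none without GFP control replicate 2, 1.47, or ND13(N51S) replicate 1, 1.52, or 2, 1.50). For Tgfbi with ND13(N51S) it was 1.1 in the paper and 1.70 here (none with median centring, 1.57, or without GFP control replicate 2, 1.48, or 3, 1.54, or ND13(N51S) replicate 1, 1.42).

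Settings chosen after seeing the values also close some gaps. The background floor does so for Hlx1 (3.91), Pkp2 (2.23), Lilrb3 (3.06 and 2.00 with ND13 and NA10), 1700027N10 (2.32 and 1.86) and Ddx4 with ND13 (1.55), and it drops 8 of the 44 Table 1 genes that were higher with both fusions at the thresholds of the paper. Leaving out both arrays in doubt does so for 1700027N10 (3.65 and 2.93), Gsn (3.62 and 3.00) and Csf2rb with ND13(N51S) (1.49) and drops 8 of the 44. Array weights do so for 1700027N10 (4.41) and Gsn (3.23) with NA10 and drop 1 of the 44. With the replicate block, set beforehand, 9 of the 71 Table 1 genes with ND13 and 1 with NA10 were called at the adjusted p, against 3 and 1 without it.

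The paper describes ND13 and NA10 as activating relatively more genes than the mutant. Here the mutant had the highest count of activated genes (988, against 777 and 568), but not in fits of 2 groups only (809, against 825 and 614) or with array weights, chosen after seeing the values (875, against 973 and 717), while the share of higher among all probe sets past the thresholds of the paper was 69.6% with ND13, 62.3% with NA10 and 63.8% with the mutant, and after median centring 56.6%, 55.7% and 40.2%. The paper states that only activated genes of ND13 and NA10 overlapped significantly, which can be read against their repressed genes or against the mutant. Here ND13 and NA10 shared 267 higher probe sets, against 166 on average and at most 191 in simulated unchanged groups. ND13 shared 273 with the mutant (241, at most 270) and NA10 196 (190, at most 213). ND13 and NA10 shared 63 lower probe sets (72, at most 94). The 267 lay well above every simulated overlap, the 273 just above, and the 196 and 63 within.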

Other observations

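Groups of genes outside the claims of the paper moved with the fusions, judged by camera against all other probe sets. Of 24 immediate early genes, which answer growth signals within minutes, 3 were called with ND13 (Jun, Zfp36 and Ier3, the last at 2154 ± 71.8 in the GFP control and 5873 ± 1720 with ND13, n = 3 arrays each), 4 with the replicate block and 17 adjusted over the list alone. The list rose with ND13, NA10 and ND13(N51S) at medians of 1.17, 0.56 and 0.87 log2 units (adjusted p = 2.1e-14, 8.34e-06 and 7.83e-07, and adjusted p = 0.131, 0.204 and 0.293 with an estimated correlation); Fos had 1.91, 1.06 and 1.51 and Egr1 1.98, 1.29 and 2.17. Genes of MHC class II and dendritic cells (18 measured, 0 called, 6 adjusted over the list alone with ND13) rose at 0.93, 0.41 and 0.92 (adjusted p = 2.54e-09, 0.011 and 1.21e-05, and adjusted p = 0.165, 0.507 and 0.36 with an estimated correlation), with Cd74, the invariant chain, at 2.16, 0.61 and 1.55. Monocyte and macrophage genes (23 measured, 0 called) rose at 0.61, 0.29 and 1.00, most by value with the mutant, where 9 passed adjusted over the list alone against 3 with ND13 (adjusted p = 3.98e-05, 0.0235 and 5.88e-07, and adjusted p = 0.334, 0.585 and 0.36 with an estimated correlation). The interferon response (23 measured, 0 called, 0 adjusted over the list alone) fell with all 3, at -0.41, -0.44 and -0.40 (adjusted p = 0.000274, 0.000485 and 0.00011, and adjusted p = 0.335, 0.48 and 0.422 with an estimated correlation), and the -0.40 became -0.19 without ND13(N51S) replicate 2. With the replicate block 16 list members were called in any comparison instead of 5. Called only with the block were, with ND13, 1 immediate early gene, 2 monocyte and macrophage genes, 1 gene of MHC class II and dendritic cells, 1 STAT5 target, and 1 higher and 1 lower in each of the stem cell and the T and NK cell lists. With NA10 1 stem cell gene was lower, with ND13(N51S) 1 stem cell gene was lower and 1 monocyte and macrophage gene and 1 immediate early gene higher, and for both fusions against both controls 1 endothelial gene and 1 STAT5 target were higher and 1 T and NK cell gene lower.

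Megakaryocyte genes (17 measured, 0 called; 2, 5 and 6 adjusted over the list alone) rose at medians of 0.48, 0.50 and 0.46 with ND13, NA10 and ND13(N51S) (camera's adjusted p = 0.000122, 1.49e-06 and 0.00011, and adjusted p = 0.165, 0.0913 and 0.293 with an estimated correlation); Pf4, a platelet chemokine, had 0.68, 0.87 and 0.84 and Vwf, von Willebrand factor, 1.77, 2.78 and 2.35. Endothelial genes (16 measured, 0 called; 1 and 3 adjusted over the list alone) rose with ND13 at 0.36 and with NA10 at 0.47 (adjusted p = 0.0272 and 0.00129, and adjusted p = 0.165 and 0.0913 with an estimated correlation). Lists that rose with NA10 and did not pass with ND13 were stem cell genes (19 measured, 0 called, 5 higher and 1 lower adjusted over the list alone; median 0.21 with NA10, adjusted p = 0.000485, and 0.07 with ND13, 0.774), the aryl hydrocarbon receptor pathway (10 measured, 0 called, 4 adjusted over the list alone; 0.63, adjusted p = 0.00373, and 0.31 with ND13, 0.106), whose receptor Ahr had 1.13, and the HoxB cluster (9 measured, 0 called, 2 adjusted over the list alone; 0.60, adjusted p = 0.0425, or 0.0582 with the replicate block, and -0.45 with ND13, 0.703). With an estimated correlation these 3 had adjusted p = 0.132, 0.132 and 0.193. With ND13(N51S) their medians were 0.37, 0.45 and 0.32 (camera's adjusted p = 0.318, 0.155 and 0.665, and 0.55 for the HoxB median without ND13(N51S) replicate 2), so that by value the rise is not particular to NA10. With ND13, STAT5 targets rose (13 measured, 0 called, 1 adjusted over the list alone, median 0.46, adjusted p = 0.0454, and adjusted p = 0.165 with an estimated correlation), as did hypoxia and glycolysis genes (21 measured, 0 called, 0 adjusted over the list alone, median 0.18, adjusted p = 0.0454, or 0.0568 with the block, and adjusted p = 0.334 with an estimated correlation). DNA replication genes fell slightly with all 3 (22 measured, 0 called, medians -0.17, -0.18 and -0.17, adjusted p = 0.0222, 0.0444 and 0.000236, and adjusted p = 0.165, 0.234 and 0.167 with an estimated correlation). In all, 10, 10, 7 and 6 of 30 lists passed camera for ND13, NA10, ND13(N51S) and both fusions against both controls, and none with an estimated correlation.

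The other lists did not pass camera with ND13, and each had 0 members called without the replicate block. Medians and adjusted p with ND13 were 0.14 and 0.908 for the HoxC and HoxD clusters (mean -0.05, so median and mean differ in sign), 0.32 and 0.181 for lymphoid priming, -0.04 and 0.78 for granulocyte genes (mean 0.05), -0.03 and 0.774 for erythroid genes (mean 0.13), 0.01 and 0.908 for mast cell, basophil and eosinophil genes (mean -0.12), -0.01 and 0.703 for T and NK cell genes, -0.36 and 0.122 for fibroblast genes, 0.11 and 0.488 for mitosis, 0.22 and 0.106 for cell cycle inhibitors and p53 targets, -0.13 and 0.223 for heat shock, -0.06 and 0.403 for housekeeping, 0.05 and 0.908 for ribosomal proteins, -0.04 and 0.908 for sex genes and -0.01 and 0.908 for the fusion partners Nup98, Hoxa10 and Hoxd13. Adjusted over the list alone, 2 lymphoid priming genes, 1 mast cell, basophil and eosinophil gene and 1 cell cycle inhibitor or p53 target passed with ND13, and 0 in the other lists named in this paragraph.

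The tests below were set before the results were seen. If RNA of virus producer fibroblasts had raised the genes higher with ND13 and NA10, the brighter fibroblast genes should be higher with the active fusions; their median log2 change was -0.61 (error 0.11), which argues against it. Part of this value comes from the mutant, since against the GFP control the medians were -0.55 (error 0.17) with ND13, -0.05 (0.19) with NA10 and 0.52 (0.22) with ND13(N51S). If the shared GFP control arrays alone made the overlap of genes higher with both fusions, it should lie within the simulated overlaps; the 267 shared probe sets lie above all of them, the highest being 191 for simulated lists of the same sizes, a matching added after the result was seen. A part of the overlap could still come from the shared controls, whose simulated mean is 166.

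The probe set that is strongest with NA10 and has no gene in the reference had a signal of 24.5 in the GFP control, 840 with ND13, 1575 with NA10 and 61.7 with ND13(N51S), with the control above background in 1 of 3 arrays, so that the size of the change is uncertain. Tmem71 rose with ND13 from 135 to 500 ± 84.0 and Emp1, an epithelial membrane protein, from 222 ± 71.0 to 1080 ± 484.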
